# TLR4 as a negative regulator of keratinocyte proliferation

**DOI:** 10.1371/journal.pone.0185668

**Published:** 2017-10-05

**Authors:** Guergana Iotzova-Weiss, Sandra N. Freiberger, Pål Johansen, Jivko Kamarachev, Emmanuella Guenova, Piotr J. Dziunycz, Guillaume A. Roux, Johannes Neu, Günther F. L. Hofbauer

## Abstract

TLR4 is an innate immune receptor with expression in human skin, keratinocytes as well as squamous cell carcinoma (SCC) of the skin. In the present study we investigate the role of TLR4 as a negative regulator of keratinocyte proliferation. We present here that the expression of TLR4 increased with the differentiation of cultured keratinocytes in a passage-dependent manner or under calcium-rich conditions. Moreover, the down-regulation of TLR4 by specific knockdown increased the proliferation of HaCaT keratinocytes in vitro. In addition, subcutaneously injected HaCaT keratinocytes with shTLR4 formed growing tumors in nude mice. In contrast, we observed lower proliferation and increased migration in vitro of the SCC13 cell line stably overexpressing TLR4 in comparison to SCC13 TLR4 negative cells. In vivo, SCC13 TLR4-overexpressing tumors showed delayed growth in comparison to TLR4 negative tumors. The overexpression of TLR4 in SCC13 tumor cells was followed by phosphorylation of ERK1/2 and JNK and increased expression of ATF3. In gene expression arrays, the overexpression of TLR4 in tumor cells correlated with gene expression of ATF-3, IL-6, CDH13, CXCL-1 and TFPI. In summary, TLR4 negatively regulates the proliferation of keratinocytes and its overexpression reduces tumor growth of SCC cells.

## Introduction

The keratinocyte cell cycle is determined by proliferation and terminal differentiation, two processes that control and maintain the normal skin homeostasis. The basal skin layer is characterized by highly proliferative keratinocytes, expressing the differentiation markers K5 and K14. Well differentiated keratinocytes sustain the spinous, granular and corneal layers, have decreased proliferation potential and are characterized by the expression of K1, K10, involucrin, loricrin, filaggrin [1]; [2, 3]. The signaling cascades regulating the process of keratinocyte differentiation are dependent on the crosstalk between the different skin layers. Among the signaling pathways involved in keratinocyte differentiation are Notch [4]; Wnt [5] and p63, IRF6 [2, 6]. The dysregulation of these signaling pathways is observed in both inflammatory skin diseases such as psoriasis and non-melanoma skin cancer, such as SCC [7]; [8]; [9]; [10].

Toll like receptor 4 (TLR4) is a pattern recognition receptor and a key component of the innate immune system. TLR4 is also expressed in skin and cultured keratinocytes [11]; [12]. Of relevance for keratinocyte biology, it is reported that the adaptor protein TRIP (TRAF-interacting protein) regulates keratinocyte proliferation and differentiation [13]. The role of TLR4 is investigated in skin diseases such as dermatitis and psoriasis [14]; SCC [15] and melanoma [16], as well as in skin wound healing [17]; [18]. TLR4 signaling is reported to promote development of SCC in a MyD88-dependent manner and to be required for the recruitment of inflammatory cells during the carcinogenesis [19]. The development of epithelial tumors is also described through the interaction of TLR4 with HMGB-1 in the extracellular skin fluid causing the activation of NF-κB in keratinocytes. Thus, TLR4 mediates between inflammation and epithelial tumor development [20]. TLR4 is also reported to play a role in the prevention of chemically induced carcinogenesis through the activation of T cells [21]. The role of TLR4 in supporting cell growth or inducing apoptotic signals is presented mostly through the activation of other cell populations. However, a relation between TLR4 expression on keratinocytes and their proliferation has not been investigated by now. In the present study we propose a novel role for TLR4 as a regulator of keratinocyte proliferation.

## Materials and methods

The use of clinically indicated biopsy material for the study was approved by the Swiss ethics committee, Canton of Zürich, Switzerland. Participants provided verbal and written informed consent, approved by the Swiss ethics committee. Healthy and SCC skin was obtained from patients at plastic surgery following informed consent as approved by the ethical committee of the Canton of Zürich, Switzerland, and described previously [22]; [23]; [9]; [24].

### Immunohistochemistry (IHC)

TLR4 expression was analyzed in formalin-fixed paraffin-embedded skin samples obtained from the archives of the Dermatology Department of University Hospital Zurich (approval and agreement by the patients is documented). The tissue microarrays were composed of tumors from 63% male patients with a median age of 67 years. All tumors were from chronically sun-damaged skin, with the head the most frequent location in 56%. The expression was tested in normal skin (23 punch biopsies) and in moderately and well differentiated SCC skin derived from organ transplant recipients and immunocompetent patients (225 punch biopsies). The diagnosis and the classification of the SCC samples were performed by board-certified dermatopathologists by the criteria published by the WHO on tumors of the skin. The evaluation was performed by arbitrary evaluation of three board-certified dermatologists as well as one board-certified dermatopathologist, all co-authors of this manuscript. The staining intensity analysis was based on three selected areas chosen for the tissue microarray for every human tumor and on the whole tumor section for every single mouse tumor.

The staining was performed using anti-human TLR4 monoclonal mouse antibody (HTA 125, Abcam), anti human mouse ATF3 antibody (Santa Cruz Biotechnology) and anti IRF6 antibody (kindly provided by Prof. Paolo Dotto, Department of Biochemistry, University of Lausanne, Lausanne, Switzerland; Cutaneous Biology Research Center, Massachusetts General Hospital, Charlestown, MA, USA) following the manufacturers`protocol. All antibodies were used in a working dilution of 1:100. The negative and positive controls for the stainings were perfomed using sections from human placenta. The optimized staining conditions were used afterwards for the stainings of the normal skin sections as well of the TMA sections. The intensity of the staining was analyzed by arbitrary evaluation including the whole sample section and presented as arbitrary units respectively as weak, middle and strong staining The expression level (intensity) of TLR4, IRF6, ATF3 and the IRF6/TLR4 and ATF3/TLR4 correlation were evaluated using t-test and Anova. P-values below 0.0001 and 0.05 (p<0.05; p<0.0001) were considered as significant.

### Cell lines

The HaCaT cell line was obtained from Prof. Petra Boukamp, DKFZ, Heidelberg, Germany. The SCC13 cell line (epidermal malignant Squamous Cell Carcinoma cell line) is an immortalized cell line described by [25] and lacks expression of TLR4. For our experimental work it was kindly provided by Prof. Paolo Dotto, Department of Biochemistry, University of Lausanne, Lausanne, Switzerland; Cutaneous Biology Research Center, Massachusetts General Hospital, Charlestown, MA, USA.

Both HaCaT and SCC13 cell lines were grown in DMEM medium (Dulbeco`s Modified Eagle Medium; ThermoFisher Scientific) containing 10% FBS (ThermoFisher Scientific).

### Generation of primary keratinocyte cultures derived from healthy individuals and SCC patients

Primary normal and primary SCC-derived keratinocytes (SCC7) were generated in-house from normal skin (abdominoplastic reconstructive surgery) and biopsies from patients’ SCC samples. Single keratinocytes were isolated from 3–4 mm punch biopsies following the standard protocol for generation of primary keratinocyte cultures (CELLnTEC, Bern, Switzerland). For sufficient separation of the epidermis and dermis the punch biopsies were incubated overnight at 4°C in keratinocyte selection medium (Progenitor Cell Targeted (PCT) epidermal keratinocyte medium CnT07, low Ca2+, (CELLnTEC) with Dispase II (Roche). Afterwards the epidermal part of the skin was incubated in trypsin at room temperature for 30 min to insure efficient isolation of single keratinocytes. Freshly isolated cells were washed with medium and then transferred into CnT07 selection medium for continuous incubation (37°C, 5%CO2). The selection keratinocyte medium excludes a contamination with other skin cells (fibroblasts, melanocytes). All keratinocyte cultures were characterized as keratinocytes using the keratinocyte marker Keratin-14 (K14) as well as keratinocyte differentiation markers involucrin and filaggrin.

In contrast to the cell line SCC13, primary patient-derived SCC (SCC7) cells have a long but limited life span in culture.

### Immunoblotting

Differentiation of primary keratinocytes: Normal and SCC7 primary keratinocytes were grown in 6 cm dishes in 50% and full confluence (96 hours growth) or under high Ca^2+^ conditions (1.5mM CaCl_2_) in CnT07 keratinocyte medium (CELLnTEC, Bern, Switzerland). Cells were grown in the presence of Ca^2+^ for 24h, 48h and 96h. As positive control cells grown in a low Ca^2+^- medium for 96 hours was used where cells have reached full confluency and passage-driven differentiation. Cells were lysed in RIPA buffer (conventional protocol). The lysates were collected and subjected to SDS-PAGE, followed by immunoblotting using specific antibodies against human TLR4 (H-80, sc10741, 1:100 dilution), involucrin (sc-21748, 1:100 dilution), filaggrin (sc-66192, 1:100 dilution) and actin (sc-47778, 1:200 dilution), all from Santa Cruz Biotechnology. Incubation with primary antibodies was performed at 4°C, overnight. Incubation with secondary rabbit anti-mouse IgG H&L HRP (ab6728) was performed at room temperature for 1 hour. Proteins were detected by ECL on Hyperfilm (Amersham, GE Healthcare).

### LPS stimulation of SCC13 TLR4 overexpressing cells

SCC13 TLR4 overexpressing and SCC13 control cells were grown in 6 cm dishes in serum free DMEM medium for 24 hours. Afterwards cells were stimulated with ultrapure LPS (10μg/ml, Sigma) for different time intervals (0–60 min). Cells were lysed in RIPA buffer; the lysates were collected after each time interval and subjected to SDS-PAGE, followed by immunoblotting. The phosphorylated and non-phosphorylated form of ERK1/2 and JNK was detected by using specific rabbit polyclonal antibodies (anti-pp42/44 (#9101), anti-p42/44 (#9102); anti-rabbit HRP (#7074), all from Cell Signaling; anti-β-Actin (sc-47778, Santa Cruz Biotechnology, anti-mouse HRP (ab6728, Abcam). The expression of MyD88 (ab2064, Abcam) and IRAK-1 (D51G7, #4504, Cell signaling) upon LPS stimulation was analyzed using the same protein lysates. The secondary HRP-conjugated antibodies were used based on their species specificity to the primary antibodies.

ELISA: Cells were grown in 24 well plates till they reach 60% density. The expression of secreted IL-6 was analysed by ELISA (R&D Systems) before and after LPS stimulation at 6h and 24 hours. As controls unstimulated TLR4+ and TLR4- cells were used.

### Knockdown study

HaCaT keratinocytes were infected with lentiviral particles carrying specific shTLR4 consruct (sc- 40260-v) or shCtrl lentiviral particles (sc-108080), following the protocol conditions (Santa Cruz Biotechnology). Positive clones were selected by puromycine selection. The growth of the selected sh TLR4 and control clones, further grown under puromycine selection, was analyzed by BrdU proliferation assay.

### RNA extraction and qPCR

RNA was extracted using the TRIzol reagent (Invitrogen, Basel, Switzerland) following the protocol provided by the manufacturer. cDNA was synthesized from 1μg total RNA using a Reverse Transcription system kit (Promega). Specific primers for human TLR4 (Microsynth, Switzerland), (fwd 5‘ GCCCTGCGTGGAGGTGGTTC 3‘; rev 5‘ TGAGAAGGGGAGGTTGTCGGGG 3‘) were used. PCRs were performed by ViiA7 ^™^ Real-Time PCR System (Life Technologies) using FastStart Universal SYBR green Mix (ROX) (Roche).

### Overexpression study

SCC13 tumor cells were stably transfected with control (pUNO, Invivogen) and TLR4 expressing plasmid (pUNO-TLR4GFP, Invivogen) following the manufacturer’s protocol. For the selection of positive clones the transfected cells were further grown in DMEM medium containing blasticidine (10μg/ml) as a selection marker. The positive clones were visualized based on their GFP signal by fluorescent microscopy and FACS analysis. The cellular population with higher GFP signal, respectively higher TLR4 expression, were sorted using FACS sorter (FACSAria III) and further used in the study.

### Scratch assay

SCC13 TLR4+ and control cells were maintained under starving conditions (3% fetal calf serum) and treated with Mytomycine C (10 μg/ml) Sigma Aldrich) for 2 hours prior to the scratch assay. The scratch assay was performed on 100% confluent cells using a blue pipette tip for generating a cross region in every well. The number of migrated cells across the marked region was counted 15 hours after the scratch and presented as percent of control. The time point was chosen based on pilot experiments performed beforehand with several time-points where 15 hours was shown to discriminate most before cell death sets in.

### BrdU proliferation assay

Cells were seeded in 96 well plates in serum-free CnT07 or Dulbecco’s Modified Eagle Medium, DMEM in a cell density of 4x10^3^/well. Cell proliferation was measured using BrdU proliferation assay (Millipore) according to the manufacturer’s instruction. The analysis of cell proliferation was performed 24 hours after seeding. The percentage of cell proliferation was calculated using the equation (mean OD of treated cells/mean OD of control cells) X 100.

### Gene expression array

SCC13 TLR4 and SCC13 pUNO (control) cells were seeded in tetraplicates and treated with 10μg/ml ultrapure LPS for 24 hours. As controls untreated SCC13TLR4 and SCC13 pUNO cells were used. RNA was extracted by the TRIzol method and cDNA was generated by reverse transcription. The SurePrint G3 Human Gene Expression 8x60K (Agilent) with 50599 biological features was used to analyze the samples. Gene expression comparison was performed between untreated SCC13-TLR4 and control cells as well as between the LPS treated SCC13-TLR4 and control cells. Differentially expressed genes were selected to be relevant if the absolute log-fold change was more than 2 and significant when FDR adjusted p-value was less than 0.05 (NCBI, GEO Number: GSE89856). The gene expression was validated by PCR.

### Mice

The in vivo growth of HaCaT and SCC13 cell lines was analyzed in athymic nude mice (Hsd: Athymic Nude-Fox1^nu^/Foxn1^+^, Harlan).

#### Ethics statement

Mice were kept under specified pathogen-free conditions at the Institute of Laboratory Animal Sciences, University Hospital Zurich, and all procedures were approved by the ethical review committee of the cantonal veterinary office of Zurich (license ZH 104/2013).The animals were health checked the day after and four days after tumor cells injection. From second week onwards, the mice were controlled three days a week for health and tumor growth assessment. Animal well-being was monitored by observing behavior, activity, reactivity, breathing rate, fur appearance, and tumor growth/appearance. Body weight and tumor size were recorded weekly. Mice were euthanized with CO2, the air displacement being approx. 20–30% per minute. Criteria for termination used were: tumor diameter of 1.5 cm, necrotic or open lesions surrarounding the tumor, as well as weight reduction by more than 10%. Tumor excision was performed directly after euthanization and tumors were prepared for further in vitro analysis (PCR, immunochistochemistry, in vitro cell growth).

#### Growth of shTLR4 and csh HaCaT in nude mice

HaCaT cells stably transfected with shTLR4 or control sh were injected into nude mice subcutaneously (4x10^6^ cells/mouse; 6 mice per group). First measurement of the tumor size was performed 2 weeks after injection and approximately every 2 weeks further on. The tumor size was measured by caliper, and the tumor volume was calculated using (height X (width^2^))/100 formula, where width was the shorter distance. The differential growth between shTLR4 and control sh tumors was analyzed statistically for every time point and end day by t-test (p = 0.0002).

#### Growth of SCC13 TLR4 overexpressing cells in nude mice

SCC13 TLR4 overexpressing and control cells were injected subcutaneously in nude mice (4x10^6^ cells/mouse) in total of 22 animals divided into 3 groups. First measurement of the tumor size was performed 1 week after injection and approximately every week further on. The tumor size was measured by caliper, and the tumor volume was calculated using the (height X (width^2^))/100 formula, where width was the shorter distance. The animals were sacrificed, when the tumors reached either a volume of 1000mm^3^ or ulcerated. The differential growth between TLR4 overexpressing and control SCC13 tumors was analyzed based on the tumor volume for all tumors (p = 0.0192, Wilcoxon matched-pairs signed rank test). The smallest tumors measured were 100 mm^3^ at day 15 post injection (end day).

#### Immunochistochemical staining of the mice tumors

Hematoxylin staining and control staining for Ki67 (≠M7240,1:200 dilution), CD31 (#M0823, 1:40 dilution) and CD68 (#M0814,1:200 dilution) were performed using specific monoclonal mouse anti human antibodies (DAKO). Pre-treatment of the sections was performed using either Proteinase K (#S3020, DAKO) for CD31 and CD 68 stainings or boiling buffer for Ki67 staining (TRS 9,0, Epitope Retrieval Solution (10x Concentrate) ph 9,0, #RE 7119, Novocastra)

The staining procedure was performed by Real Detection Alkaline Phospatase system kit (#K005, DAKO) following the manufacturer`s protocol.

## Results

### Expression of TLR4, ATF3 and IRF6 in normal and SCC skin

The total TLR4 expression was analyzed by its immunoreactivity in the epidermis of normal and SCC-derived patient samples presented as tissue microarrays (TMA) and visualized by immunohistochemistry (Fig 1A–1C). TLR4 was expressed (red staining) in the perinuclear (cytoplasm and membrane) region with increasing staining intensity in the highly differentiated keratinocytes.

**Fig 1:**
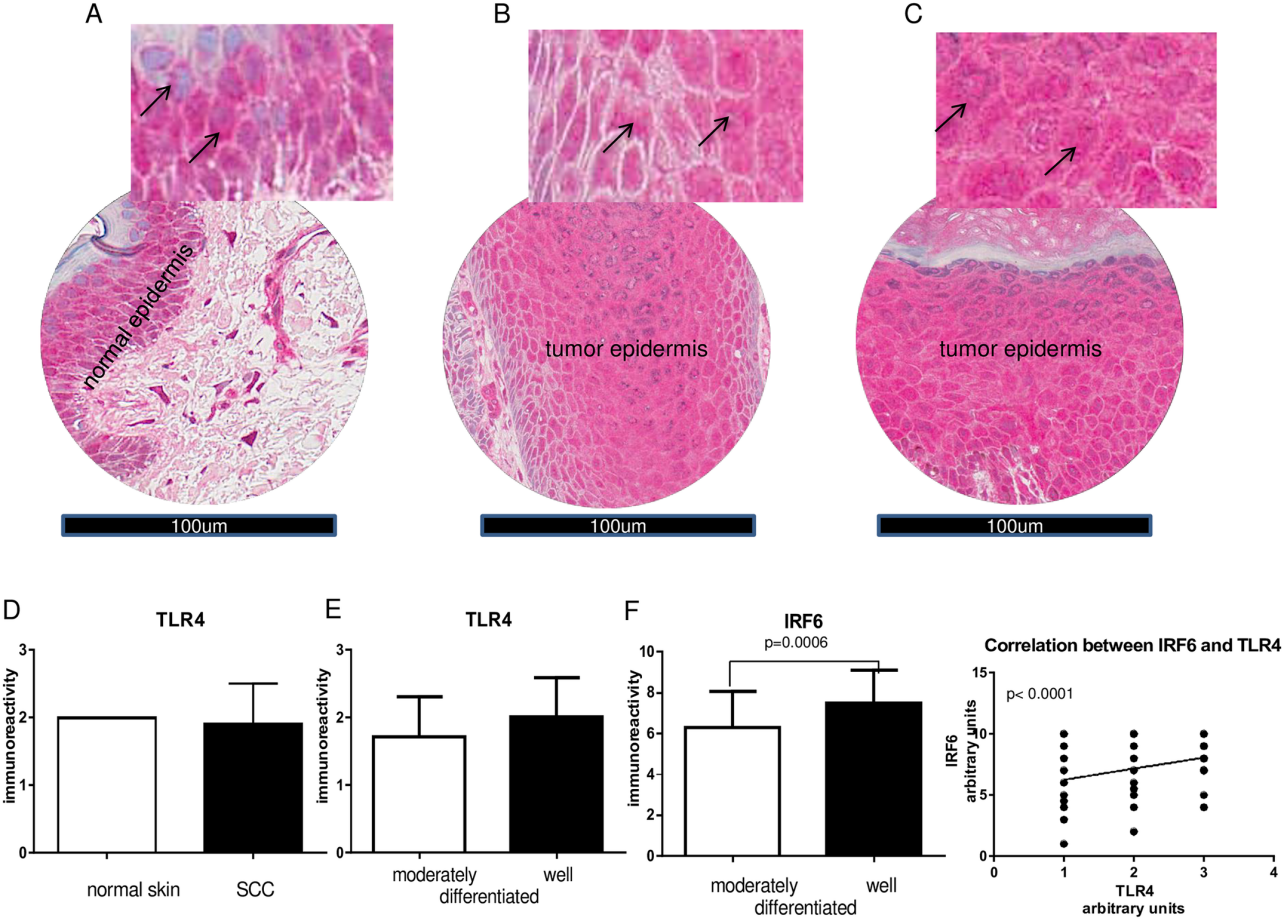
Expression of TLR4 in normal human and SCC skin. The expression level of TLR4 was analyzed on formalin-fixed paraffin-embedded skin samples and tissue microarray samples by immunochistochemistry using specific anti human TLR4 antibody (HTA125, dilution 1:100). The expression was tested in 225 SCC patient samples (moderately or well differentiated) and in 23 samples from normal skin. (A) Positive staining for TLR4 in normal epidermis. (B) Positive staining for TLR4 in moderately differentiated SCC. (C) Positive staining for TLR4 in well differentiated SCC. TLR4 positive keratinocytes show red intensity staining. TLR4 expression is visible in the membrane regions and perinuclear (cytoplasmic) regions and pointed by arrows. (D) Positive staining for TLR4 found in normal skin and maintained in SCC. (E) Positive staining for TLR4 is found in SCC in different stages of differentiation (moderately and well differentiated SCC). (F) Positive correlation between TLR4 and IRF6 expression (staining intensity) in moderately versus well differentiated SCC epidermis. The intensity of staining was analyzed by arbitrary evaluation and presented as arbitrary units respectively as weak, middle and strong staining. The expression level (intensity) of TLR4, IRF6 and the IRF6/TLR4 correlation were evaluated using t-test and Anova. P-values below 0.0001 and 0.05 (p<0.05; p<0.0001) were considered as significant.

TLR4 expression was detected in both normal as well as moderately and well differentiated SCC epidermis (Fig 1D and 1E). The staining intensity of TLR4, IRF6 and ATF3 were arbitrarily rated as weak, middle and strong. We observed a correlation in the immunoreactivity between TLR4 and IRF6 and TLR4 and ATF3 in moderately versus well differentiated SCC samples (Fig 1F and 1D).

### TLR4 expression increases with the differentiation of normal keratinocytes in vitro

The TLR4 expression was investigated in growing and differentiating normal primary keratinocytes. Differentiating keratinocytes were characterized by higher TLR4, involucrin and filaggrin expression (Fig 2A and S1 Fig). Similarly, increased TLR4 and involucrin expression was detected when primary and SCC-derived keratinocytes were driven to differentiate in Calcium-rich conditions in the time interval between 24h and 96h (Fig 2B and S2 Fig).

**Fig 2:**
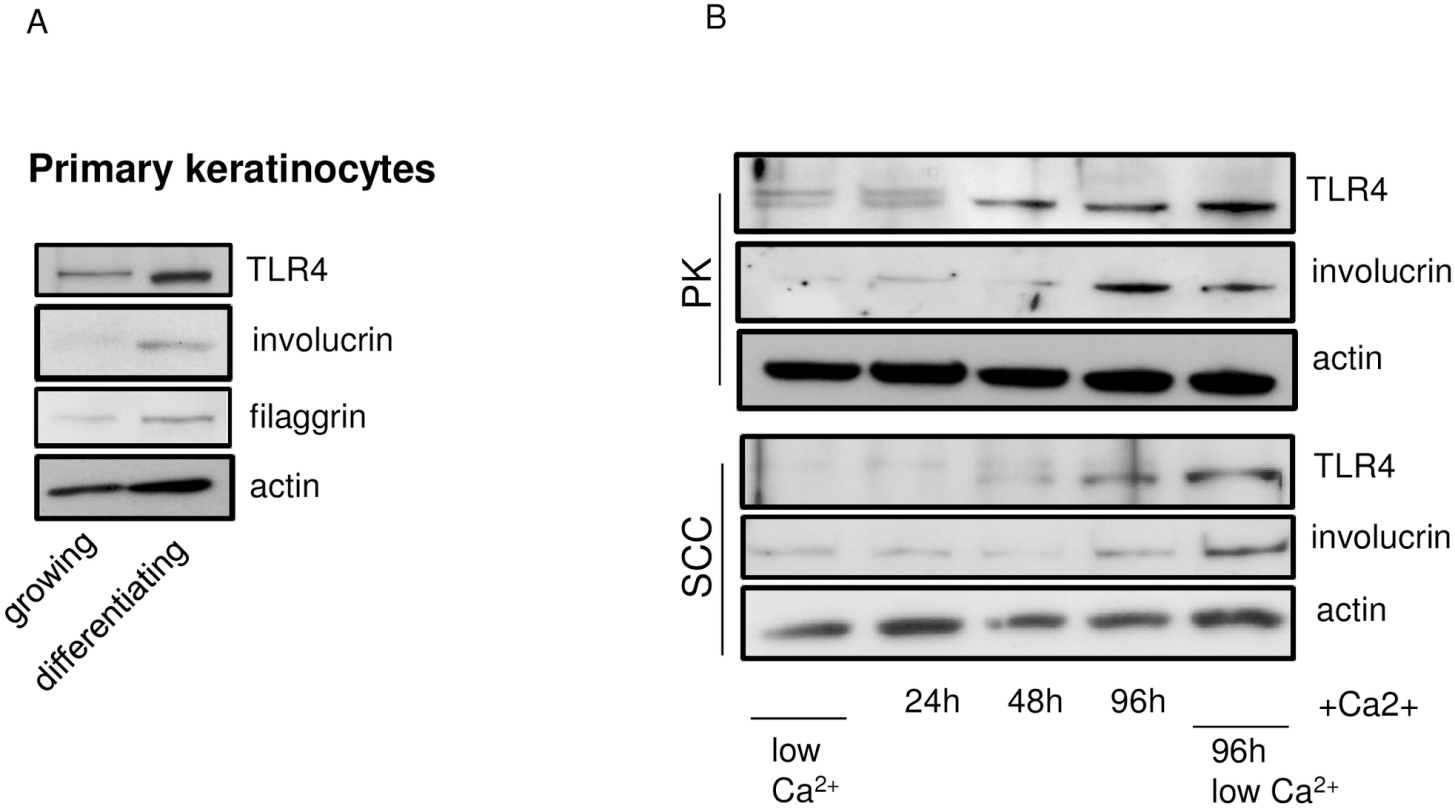
TLR4 expression increases with the differentiation of normal and SCC keratinocytes in vitro. (A) Primary keratinocytes were grown in duplicates (n = 2) till full confluency at 96h and the expression of TLR4 and keratinocyte differentiation markers (involucrin and filaggrin) was compared that of low passage (growing) keratinocytes by western blot using specific antibodies. The results were reproducible in two independent experiments. (B) Primary and SCC-derived keratinocytes were grown in duplicates (n = 2) in the presence of Ca^2+^ for different time intervals: 24h, 48h and 96 h. The group “no calcium” was used as positive control for differentiation at 96 hours, the time point of maximal differentiation induced by cell-cell contact. The expression of TLR4 and involucrin was analyzed by western blot using specific antibodies. The results were reproducible in two independent experiments.

### Knockdown of TLR4 by specific lentiviral short-hairpin RNA (shRNA) induces keratinocyte proliferation

HaCaT keratinocytes were transfected in duplicates with a specific lentiviral shRNA against TLR4 and a control shRNA. Induction of keratinocyte proliferation after TLR4 knockdown was observed by BrDU proliferation assay (Fig 3A and 3B). The difference in cell proliferation between shTLR4 keratinocytes and control sh keratinocytes was evaluated by t-test on mean value from three independent experiments (p*<0.05; p****<0.0001), Fig 3B). The successful TLR4 knockdown in HaCaT keratinocytes was verified by PCR and immunoblotting (Fig 3C and 3D and S3 Fig).

**Fig 3:**
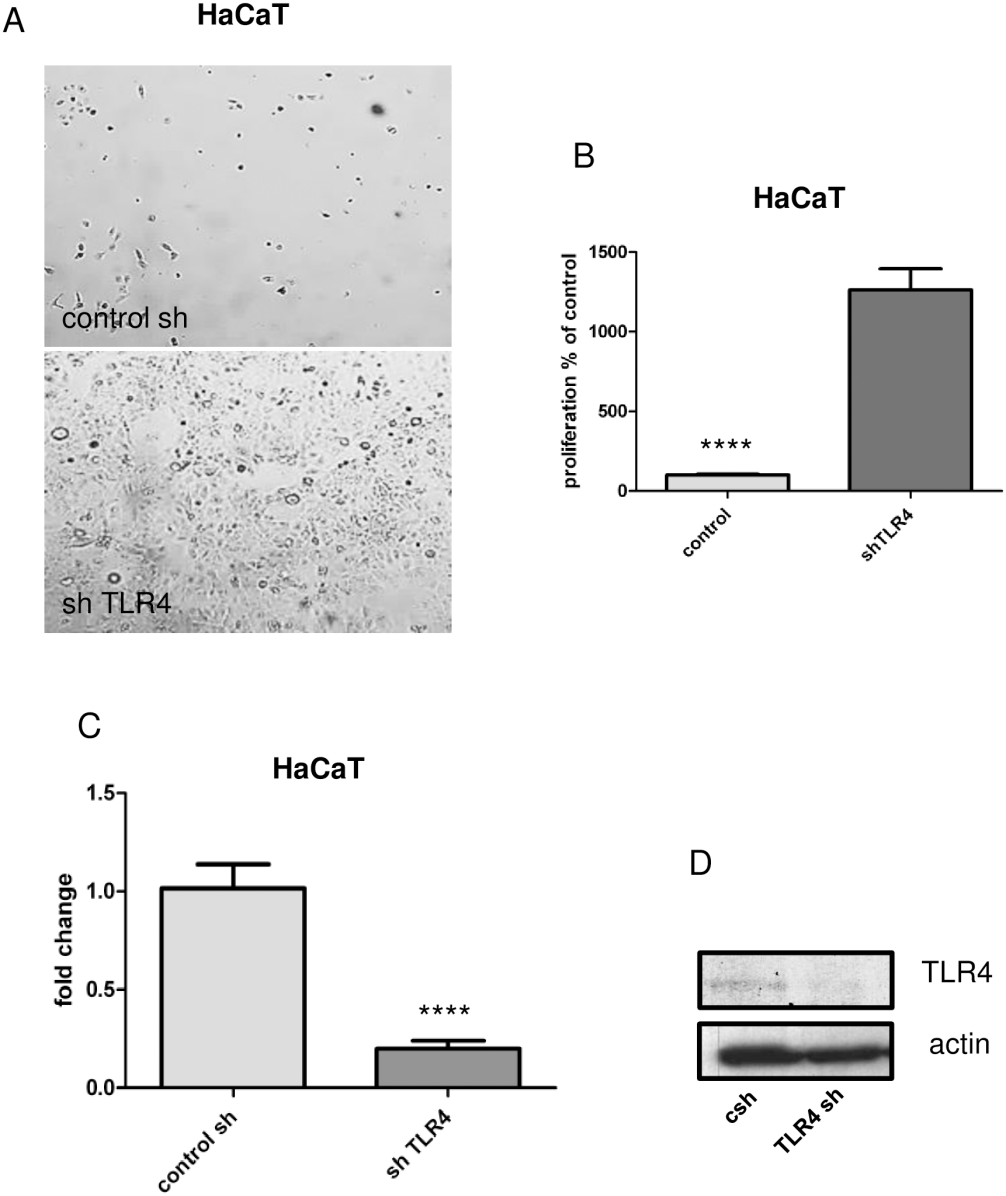
Knockdown of TLR4 induces proliferation of HaCaT keratinocytes. (A) Growth of sh control and shTLR4 cells under puromycine selection visualized by light microscopy. (B) Knockdown of TLR4 induces cellular proliferation. The alteration of the proliferation was analyzed by BrDU proliferation assay. The significance was evaluated by t-test analysis on duplicates (n = 2) from three independent experiments (p*<0.05; p****<0.0001). As a control cells transfected with a control sh were used. (C) Expression of TLR4 on transcriptional level after TLR4 knockdown. The differential TLR4 expression in the control and shTLR4 cells was evaluated by qPCR using specific TLR4 primers. (D) Expression of TLR4 on protein level after TLR4 knockdown. The differential TLR4 expression was evaluated by conventional western blot analysis using a monoclonal anti TLR4 antibody (HTA 125).

### Growth of shTLR4 HaCaT keratinocytes in nude mice

HaCaT shTLR4 keratinocytes were injected subcutaneously in nude mice and the growth of the tumors was investigated at different time points over 3 months. Mice injected with TLR4 knockdown cells developed progressively growing tumors in comparison to mice injected with control cells (difference at end point, p = 0.0002, t-test, Fig 4A). Only 1 out of 6 control tumors was still detectable 102 days after injection. This control tumor served as a basis for comparison of the TLR4 expression level (Fig 4B). Based on that any further histological or molecular biological comparison of the control and shTLR4 tumor tissue was not feasible.

**Fig 4:**
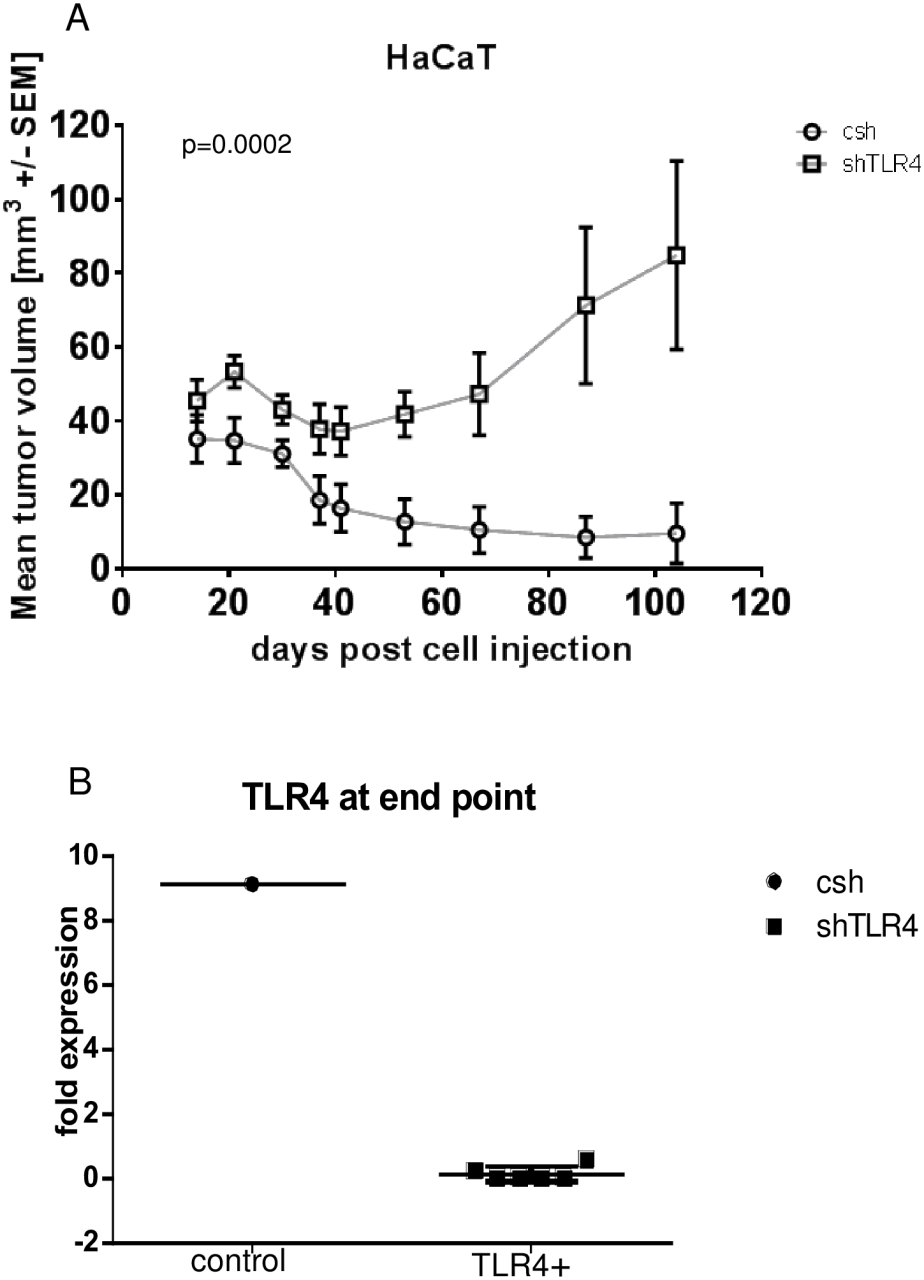
Growth of shTLR4 cells in nude mice. (A) Knockdown of TLR4 induces growth of HaCaT cells in nude mice (injected 4X10^3^ cells/mouse (mice, n = 6/group); p = 0.0002, t-test). The graphic represents the tumor growth (tumor volume) at different time intervals post injection. (B) Expression of TLR4 in the control and sh TLR4 tumors on end day. The differential TLR4 expression was evaluated on transcriptional level by qPCR using specific anti-human TLR4 primers. The tumor RNA and cDNA synthesis were performed using TRIzol reagent and RT respectively.

### SCC13 TLR4 overexpressing cells show a delay in proliferation and higher migratory activity in vitro

SCC13 tumor cells were stably transfected with TLR4 expressing and control plasmid and maintained in culture under selection conditions (Blasticidine, 10μg/ml). The transfected TLR4-GFP cells showed differential intensity of the GFP signal. SCC13 with high TLR4-GFP signal were separated from the GFP-negative cells by FACS sorting. The sorted cells contained three populations of GFP positive cells and were distributed into three fractions. The third fraction (green peak) with highest GFP signal was used further in the study (Fig 5A and S4 Fig).

**Fig 5:**
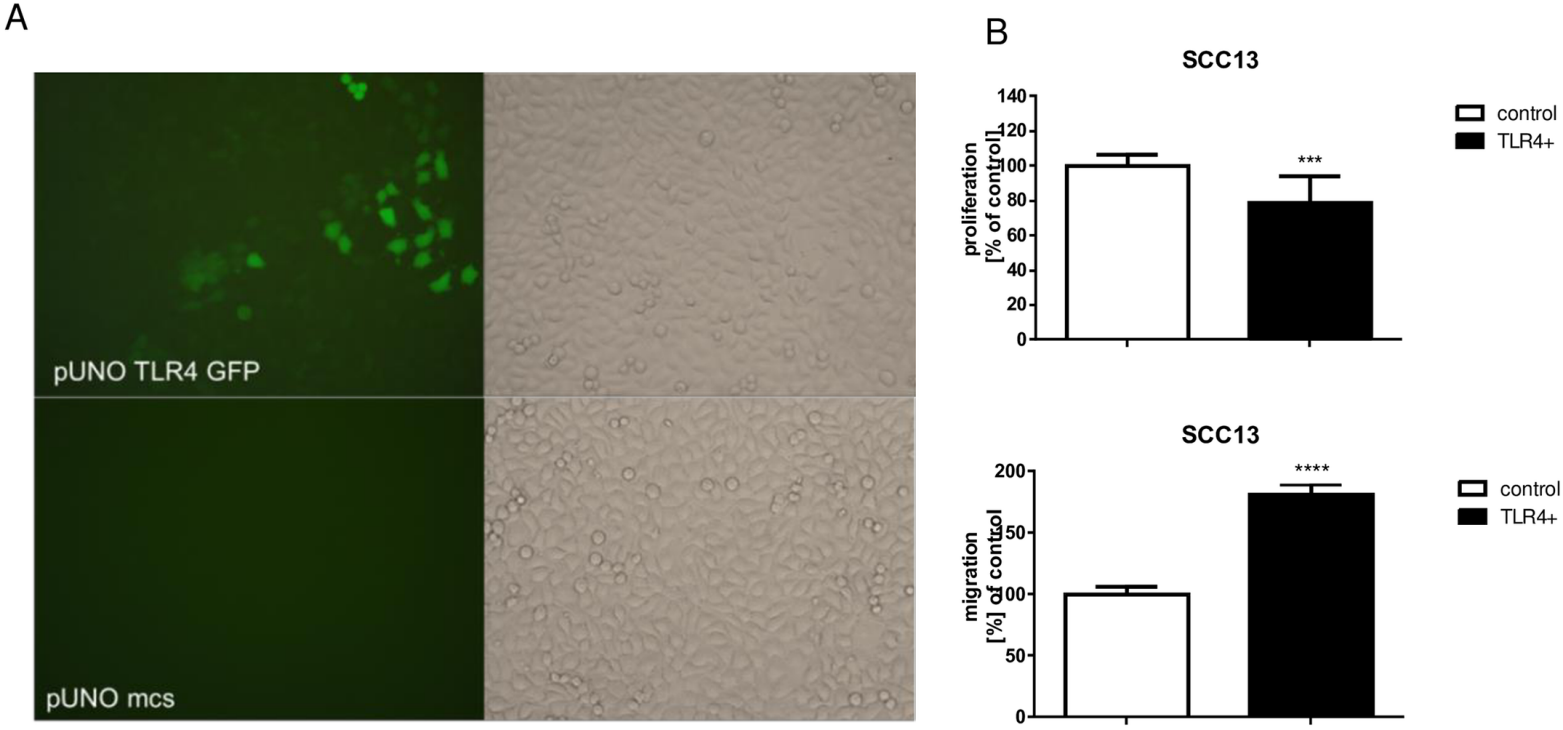
Overexpression of TLR4 in SCC13 tumor keratinocytes. (A) Visualization of SCC13-TLR4-GFP cells by fluorescent microscopy. SCC13 cells were stably transfected with pUNO-TLR4-GFP and control pUNO-mcs-expressing vectors. TLR4-GFP positive cells revealed nice green fluorescent staining in contrast to control cells. (B) SCC13-TLR4 cells show lower proliferation and higher migratory activity. The proliferation and migration of TLR overexpressing cells were investigated by BrDU proliferation assay and scratch assay and compared to cells expressing control vector only. The alterations in proliferation and migration were statistically significant (n = 4, two independent experiments, p*** = 0.0006, p****<0.0001, t-test).

TLR4 overexpressing cells showed lower proliferation versus control as detected by BrdU proliferation assay (Fig 5B). Using conventional scratch assay (blocking proliferation by mitomycin C) we detected increased migration of TLR4 overexpressing SCC13 cells in comparison to control cells (Fig 5B).

### Growth of SCC13 TLR4 overexpressing cells in vivo

SCC13-TLR4 and control cells were injected subcutaneously into nude mice. The tumor growth was analyzed based on tumor volume at different time points starting at 1 week after injection with following 10 and 15 days after injection (S5 Fig). SCC13-TLR4 tumors showed lower growth in comparison to control tumors: mean tumor volume: 350 mm^3^ (control) and 250 mm^3^ (TLR4 overexpressing tumors); p = 0.0192 Wilcoxon matched-pairs signed rank test, two-tailed, Fig 6A). The tumors were still overexpressing TLR4 at end day (15 days post injection) as detected by PCR (Fig 6B). The expression of keratinocyte differentiation markers was analyzed by qPCR. We detected a variable expression profile of involucrin, filaggrin and K1 within the tumors.

**Fig 6:**
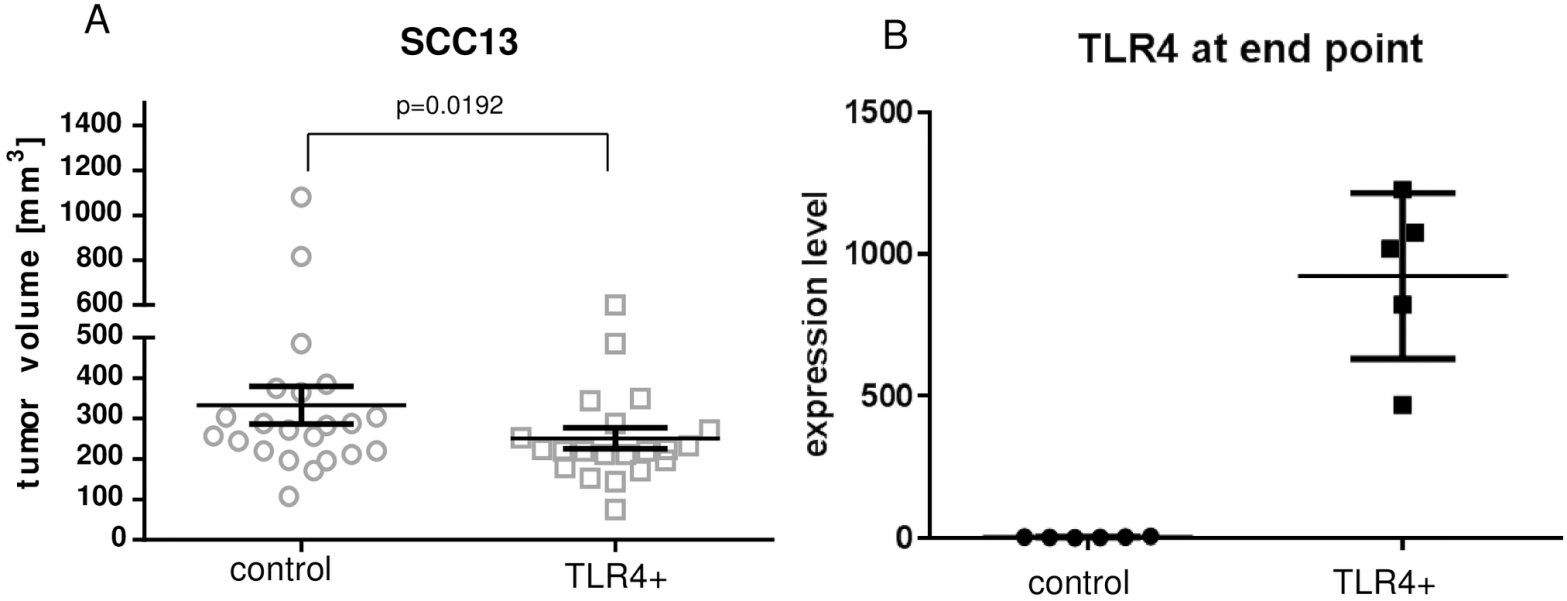
Delayed growth of SCC13-TLR4 overexpressing tumors. (A) Delayed growth of SCC13-TLR4 tumors in nude mice. The graph represents the tumor volume of the TLR4 and control tumors at day 15 after injection (end day, n = 22; p = 0.0192, Wilcoxon matched-pairs signed rank test). (B) Expression of TLR4 in SCC13-TLR4 and SCC13-pUNO control tumors at end day. The expression level of TLR4 in control and TLR4+ tumors was analyzed by qPCR using specific anti human TLR4 primers. The TLR4 overexpressing tumors (n = 22) retained high levels of TLR4 expression. The graph represents an example of TLR4 expression in animal group 1^st^ (n = 5).

The tumor architecture of the excised tumors was analyzed by Hematoxilyn staining and showed a typical SCC tumor formation, with surrounding tumor infiltrate (Fig 7A). TLR4 overexpressing tumors showed also a lower expression of ki67 proliferation marker in comparison to control tumors (Fig 7B). Ki67 is a proliferation marker routinely used in pathology to measure the proliferative activity of cells (higher intensity staining correlating with higher proliferation) and little used in routine pathology for SCC. Rather, the measure of differentiation is a typical distinguishing feature and was thus chosen for grading of SCC in our tissue microarrays. In our mouse models, lacking the standard architecture of human tumors and thus without a proper measure for differentiation, we used Ki67 expression for detecting differential proliferation in SCC13-TLR4 overexpressing versus SCC13 control tumors.

**Fig 7:**
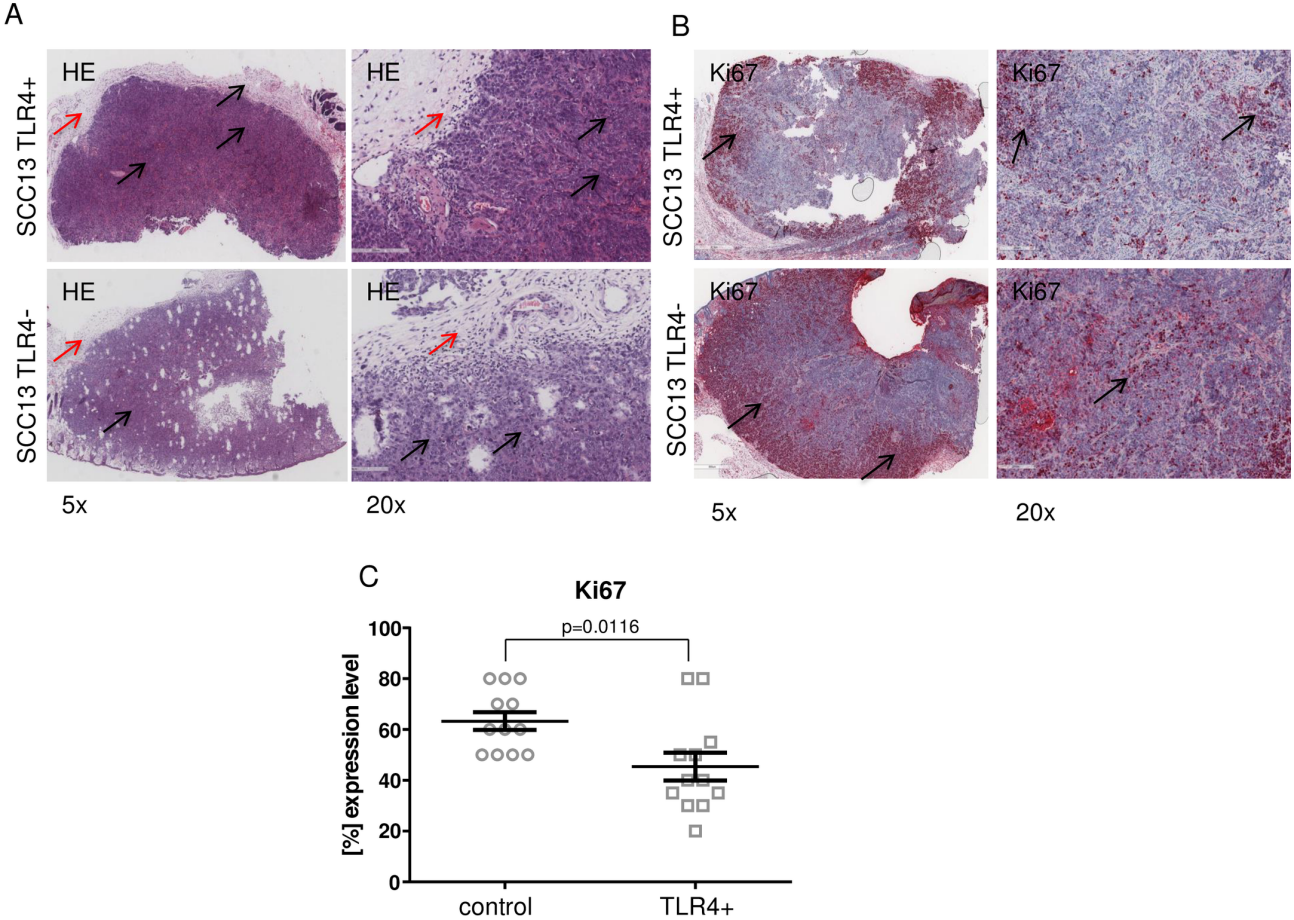
Immunochistochemical analysis of the SCC13 tumors. (A) Hematoxilyn staining (HE) for determining the tumor architecture. The tumor region and the tumor surrounding tissue (immune infiltrate) are marked with black and red arrows respectively. The staining was performed in all tumors and using the standard procedure for HE staining. (B) Staining for ki67 proliferation marker in all SCC13-TLR4 and control tumors. The cells expressing ki67 showed a positive red staining and are pointed with arrows. The intensity of the staining varies depending on the ki67 expression level. (C) Percentage of Ki67 positive cells in SCC13-TLR4 tumors versus control tumors. The differences in the expression level based on the immunochistochemical staining were quantified as [%] positive cell/area stained tissue (p = 0.0116, t-test, n = 12 sample group).

The differences in the Ki67 expression level between TLR4 overexpressing tumors and control tumors were presented as [%] positive cells in the tumor area Ki67 positive cells were counted out of all cells in the whole section of TLR4 overexpressing and control tumors. Afterwards a percentage of the number of such positive cells based on the total number of cells was calculated (Fig 7C).

The staining intensity of Ki67 was evaluated using t-test. P-values below 0.05 (p<0.05) were considered as significant.

The tumor tissues were further investigated for detection of tumor vascularization, immune infiltration and metastasis in internal organs using immunohistochemistry. We did not detect any significant difference in the staining intensity of CD31 and CD68 in the tumor infiltrate between the TLR4 tumors and control tumors (Fig 8A). We did not detect also any tumor cells in the surrounding lymph nodes, lung or liver of the mice on end day (Fig 8B).

**Fig 8:**
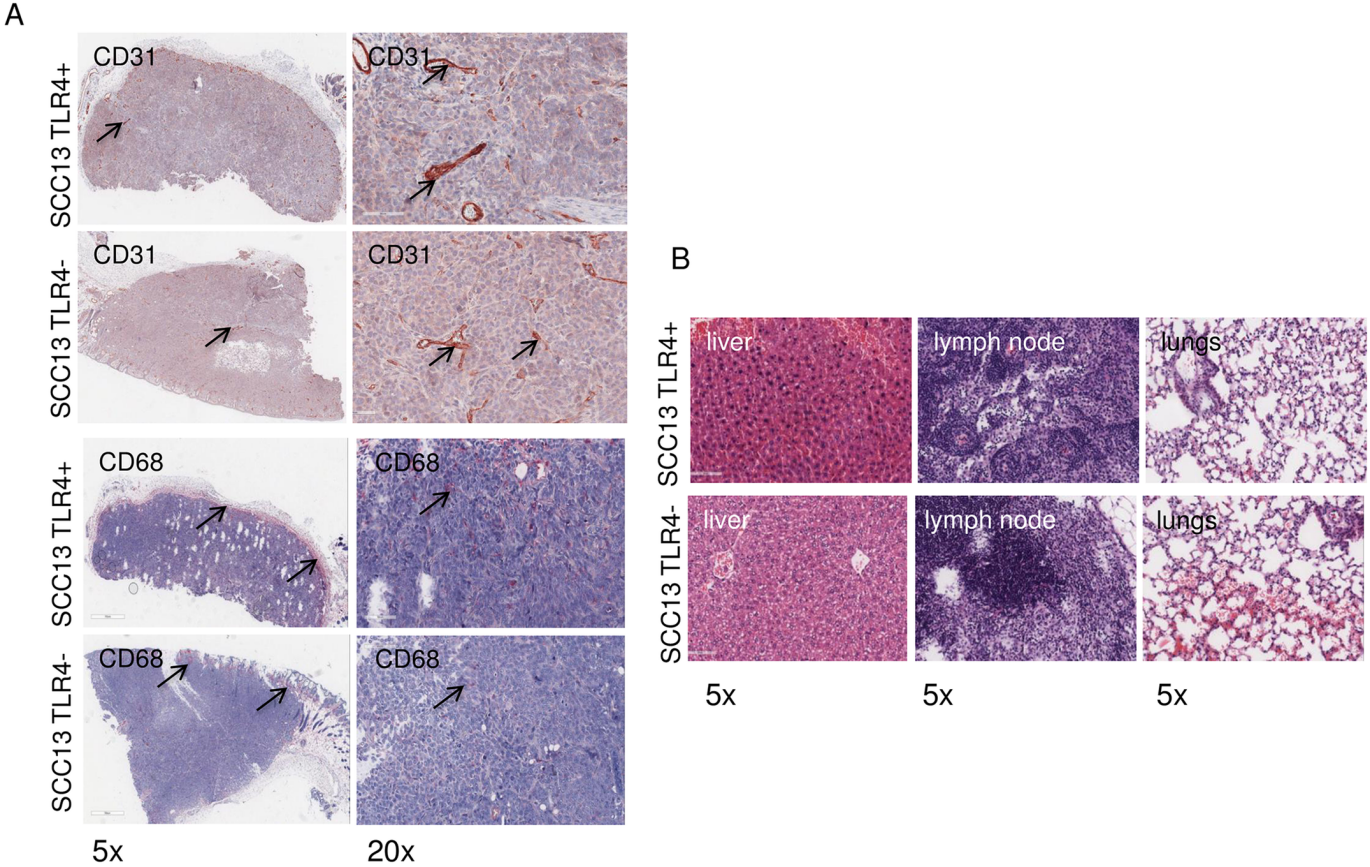
Immunochistochemical analysis of the SCC13 tumor vascularization, immune infiltration and metastasis. (A) Staining for CD31 and CD68 expression. The red positive signal corresponds to the expression of CD31 in the endothelial cells and the blood vessels respectively (black arrows). CD68 positive cells (macrophages) are stained in red and are present in the surrounding tumor infiltrate and the peripheral tumor area (black arrows). (B) Hematoxilyn staining for determining the organ-specific cellular architecture. The stainings were performed using specific antibodies against human Ki67, CD31 and CD68. All images are presented at low (5X) and highest (20X) magnification.

Extended time points for investigation of metastatic potential were not possible, as fast tumor growth combined with tumor ulceration required us to sacrifice animals as by the law.

### Functional relevance of TLR4 in SCC13 TLR4 expressing cells

#### Expression of pERK, pJNK and ATF3 in TLR4 overexpressing SCC13 cells

The functional relevance of TLR4 was tested by LPS stimulation. We analyzed the phosphorylation of ERK and JNK at different time points after LPS stimulation (Fig 9A and S6 Fig). We detected increased basal phosphorylation of JNK in unstimulated TLR4 overexpressing SCC13 cells in comparison to control cells. The increased phosphorylation was still detectable 15 min after LPS stimulation and decreased further in the course of LPS treatment. Similarly, increased phosphorylation of ERK in TLR4 overexpressing cells was observed in LPS-free conditions, which in contrast to JNK was inducible in presence of LPS. LPS also induced the expression of ATF3 in TLR4+ cells 15 minutes after treatment. SCC13 TLR4 cells showed lower, but LPS inducible IL-6 secretion in comparison to untreated cells (Fig 9B). We did not detect any alteration of pIRAK1 or MyD88 expression.

**Fig 9:**
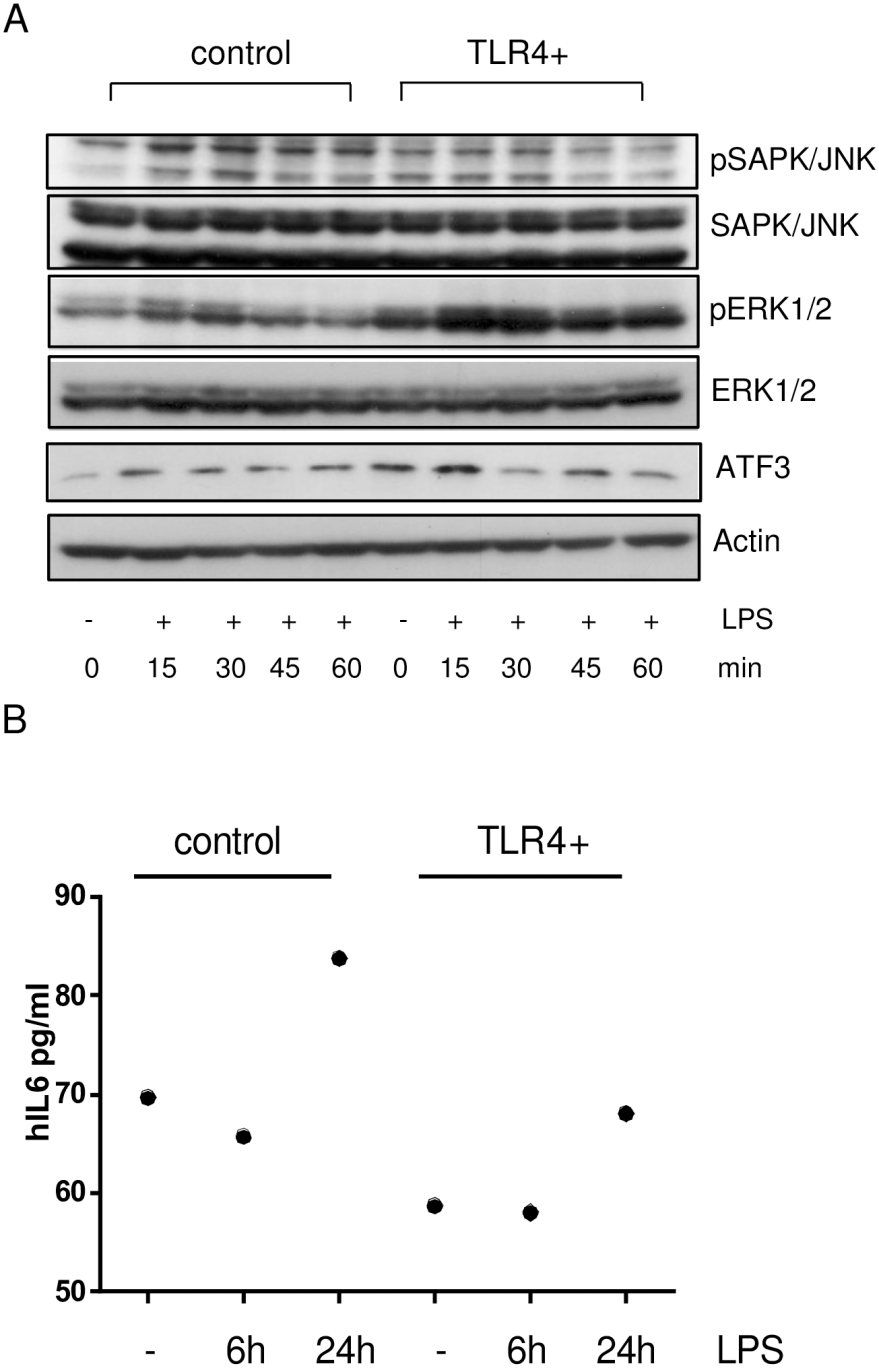
Functional relevance of TLR4 in SCC13-TLR4 cells. (A) Altered expression profile of pERK, pJNK and ATF3 in SCC13-TLR4 cells. The functionality of TLR4 was investigated upon LPS treatment for different time points and the differential expression/ phosphorylation profile was analyzed by western blot using specific antibodies. The phosphorylation of ERK and JNK was induced at 15–30 min after LPS treatment in both of the cell lines. SCC13-TLR4 cells showed increased phosphorylation of ERK and JNK in LPS-free conditions in comparison to SCC13-pUNO cells. SCC13-TLR4 cells show an increased ATF3 expression in LPS-free conditions in comparison to SCC13-pUNO control cells. The ATF3 expression was induced at 15 min after LPS stimulation in both of the cell lines. The results represent an example of two independent LPS treatments. (B) Alteration of IL-6 secretion in SCC13-TLR4 cells. SCC13-TLR4 and control SCC13-pUNO- cells were seeded in duplicates (n = 2) and induced by LPS at time points 15, 30, 45 and 60 min. Six and 24h after LPS stimulation cell supernatants were collected and analysed for IL-6 expression using ELISA and compared to untreated cells. LPS untreated SCC13-TLR4 cells show lower levels of IL6 in the cellular supernatant in comparison to control SCC13-TLR4 cells.

### Overexpression of TLR4 leads to differential gene expression in SCC13 cells

The gene expression profile between SCC13-TLR4 and control SCC13-pUNO cells in presence or absence of LPS was investigated by cDNA microarray analysis. 

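The arrays were 1-colour Agilent arrays read with Cy3-labelled RNA, each with 50599 biological probes on 62976 spots. 15 arrays were analysed: 4 of untreated SCC13-pUNO cells, 3 of untreated SCC13-TLR4 cells, 4 of SCC13-pUNO cells treated with 10 μg/ml LPS for 24 h and 4 of SCC13-TLR4 cells treated in the same way. The replicates were cultures of the same transfected cells, so their spread is that between cultures and not between transfections. The authors deposited the intensity of each spot after background subtraction and detrending by Agilent's Feature Extraction software, without normalization between arrays. The 75th percentile of the intensity was between 291 and 374 (median 308) in untreated SCC13-pUNO cells and between 327 and 368 (median 329) in untreated SCC13-TLR4 cells. With LPS it was between 192 and 350 (median 281) in SCC13-pUNO cells and between 260 and 420 (median 302) in SCC13-TLR4 cells. Between 47.1% and 56.2% of the spots of an array, control spots aside, were well above background. The number of arrays limits the precision of every value. Log2 intensities were taken relative to the 75th percentile of the array. Spots that the software marked as outliers (301 to 664 per array) were left out on their array, and the spots of a probe were averaged. The 22685 probes that were well above background on every array of at least 1 group were tested with limma, in a model with a mean for each of the 4 groups and Benjamini-Hochberg adjustment. Named genes were also compared with two-sided exact permutation tests, for which the smallest p is 0.0286 with 4 arrays against 3 or 4 and 0.0667 with 4 against 2.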

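TLR4, the gene on the plasmid, was read on every array from the probe with the accession given in Fig. 10A (A_24_P69538). Its log2 intensity relative to the 75th percentile was 3.1 ± 0.08 (SD, n = 3) in untreated SCC13-TLR4 cells and 3.03 ± 0.14 (SD, n = 4) in LPS-treated SCC13-TLR4 cells. In LPS-treated SCC13-pUNO cells it was -5.82 ± 0.73 (SD, n = 4), and the probe was well above background on 0 of 4 arrays. In untreated SCC13-pUNO cells the arrays of replicates 1, 3 and 4 were at -3.80, -6.40 and -5.72. The array labelled untreated SCC13-pUNO replicate 2 was at 3.04, within the range of the SCC13-TLR4 arrays (2.84 to 3.19) and against its label. It was kept under its label in every value that does not say otherwise, so each direction drawn from untreated SCC13-pUNO cells includes an array whose TLR4 level goes against that label. With it, the group was at -3.22 ± 4.31 (SD, n = 4), and TLR4 was higher in untreated SCC13-TLR4 cells by a log2 fold change of 6.32 (SE 1.59, limma adjusted p = 0.999), in 12 of 12 pairs of arrays (exact permutation test, p = 0.0571). Without that array the log2 fold change was 8.41 (SE 0.54, limma adjusted p = 1.42e-05), in 9 of 9 pairs. With LPS, TLR4 was at least 174-fold higher in SCC13-TLR4 cells than the faintest intensity well above background on the SCC13-pUNO arrays, and 106-fold higher than the brightest probe that was not well above background. The fitted log2 fold change with LPS was 8.86 (SE 1.47, limma adjusted p = 0.312), in 16 of 16 pairs (exact permutation test, p = 0.0286). With normexp background correction, whose offset of 50 is added to every intensity, it was 5.10, and 4.03 in untreated cells. The fitted value was the same without that array, which is in neither LPS-treated group but enters the shared spread (SE 0.47, limma adjusted p = 1.40e-06). The other TLR4 probe of the array (A_32_P66881) was well above background on 0 of 15 arrays.

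**Figure D1:**
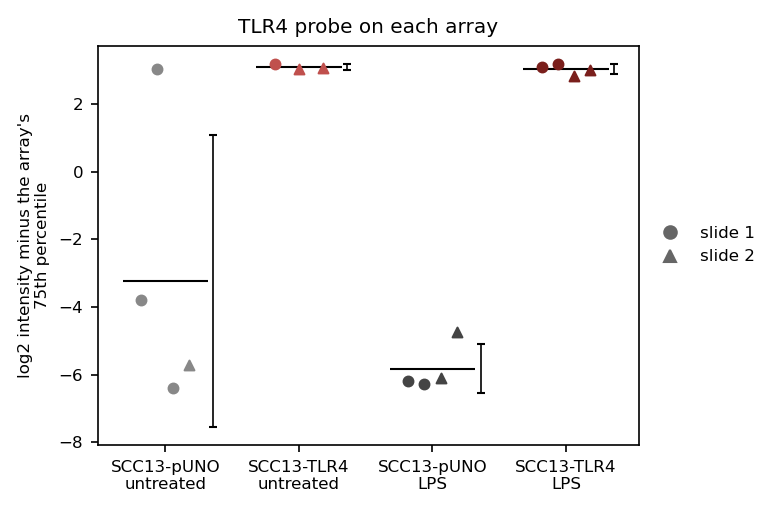
Log2 intensity of the TLR4 probe relative to the 75th percentile of each array, for the 4 groups. Circles are arrays of slide 1 and triangles arrays of slide 2, the line is the mean of the group and the bar its SD. The array labelled untreated SCC13-pUNO replicate 2 lies at 3.04, among the SCC13-TLR4 arrays.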

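The 15 arrays were hybridized on 2 slides, 8 on slide 1 and 7 on slide 2. Slide 1 held 3 of the 4 untreated SCC13-pUNO arrays, 1 of the 3 untreated SCC13-TLR4 arrays and 2 of the 4 arrays of each LPS-treated group. Over the 22380 probes with a value on every array, slide took 36.9% of the variance, where chance gives 7.14%. The 4 groups took 19.0%, where chance gives 21.4%. The cell line took 7.47% and LPS took 5.22%. The first principal component held 41.3% of the variance, and slide took 80.4% of it. Untreated SCC13-TLR4 replicate 1 lay apart from the other arrays of its slide, with 306 dark spots among 21357 that were bright on the other arrays, where the other arrays had at most 18. With the dark blocks of that array left out, slide took 44.3% of the variance and the groups 16.7%. The second component then held 9.29% of the variance, and the groups took 51.6% and the cell line 48.3% of this component. With no filter on the probes, slide took 21.3% of the total variance, and with the filter on all 15 arrays 52.9%.

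**Figure D2:**
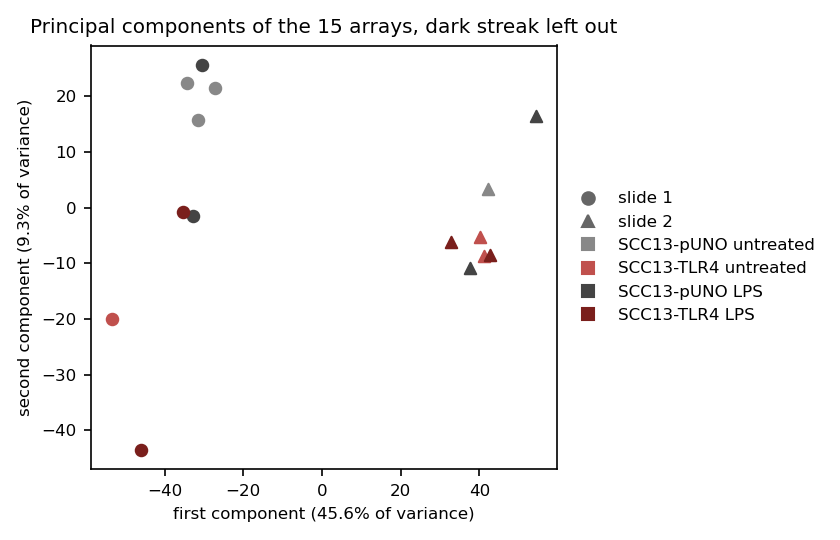
First and second principal components of the 15 arrays with the dark blocks of untreated SCC13-TLR4 replicate 1 left out, which hold 45.6% and 9.29% of the variance. Circles are arrays of slide 1 and triangles arrays of slide 2, and the colours are the 4 groups. The slides separate along the first component, with every array of slide 1 below 0 and every array of slide 2 above 0.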

Upregulated and downregulated genes of interest were selected based on their statistically significant alteration in the expression level and according to their relevance in cell proliferation and migration in skin malignancy (Fig 10A). 

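In untreated cells, 0 of 22685 probes differed between SCC13-TLR4 and SCC13-pUNO cells at an adjusted p under 0.05 (limma), and 566 had an unadjusted p under 0.05, where chance alone gives 1134. With LPS, 0 probes passed and 617 had an unadjusted p under 0.05. The smallest adjusted p was 0.999 in untreated cells and 0.312 with LPS. The model had no term for slide, so the slide difference entered its residual spread. With slide as a factor and the array labelled untreated SCC13-pUNO replicate 2 left out, 1310 and 1460 probes had an unadjusted p under 0.05. That setting was chosen after the data had been seen. Counts of 0 in the main model therefore do not show that the cell lines did not differ. In untreated cells the count moved most with a weight for each array: 12 probes passed and 7939 had an unadjusted p under 0.05, while 0 passed with LPS. With LPS it moved most when slide was added as a factor and the array labelled untreated SCC13-pUNO replicate 2 was left out, which was chosen after the data had been seen: 22 probes passed, and 11 in untreated cells, of which 6 and 4 had an absolute log2 fold change over 2. With that array left out and no slide factor, 7 probes passed in untreated cells and 10 with LPS, again with 4 and 6 over 2, and all 7 were among the 10. With the untreated arrays left out, 5 probes passed with LPS.
The probes named here were chosen after their values had been seen, and their values are those without that array. The probe of HBB (A_23_P203558) was at 4.19 ± 0.32 (SD, n = 3) in untreated SCC13-TLR4 cells and 4.29 ± 0.25 (SD, n = 4) in LPS-treated ones, and was well above background on 0 of 7 SCC13-pUNO arrays. With LPS it was at least 419-fold higher in SCC13-TLR4 cells than the faintest intensity well above background on the SCC13-pUNO arrays, and 255-fold higher than the brightest probe that was not (fitted log2 fold change 9.99, SE 0.36, limma adjusted p = 4.10e-08). RANBP17 (A_23_P58819) was lower in SCC13-TLR4 cells, at -6.39 ± 0.22 (SD, n = 4) against -1.87 ± 0.43 (SD, n = 4) with LPS, and was well above background on 0 of 7 SCC13-TLR4 arrays. It was at least 6-fold lower where the faintest intensity well above background on the SCC13-TLR4 arrays is taken as the floor. Some probes not well above background lie above this floor, and against the brightest of them on each array the difference was 4-fold (fitted log2 fold change -4.52, SE 0.20, limma adjusted p = 2.17e-07). FHIT (A_33_P3216601) was higher in LPS-treated SCC13-TLR4 cells than in LPS-treated SCC13-pUNO cells, at -0.57 ± 0.36 (SD, n = 4) against -2.83 ± 0.52 (SD, n = 4). The log2 fold change was 2.26 (SE 0.27, limma adjusted p = 0.00654). All 10 probes had the same sign in untreated cells and with LPS. On the array left out, labelled untreated SCC13-pUNO replicate 2, HBB was at 4.63 and RANBP17 at -6.16, near the SCC13-TLR4 arrays and against its label.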

Within the upregulated genes were ATF3, CDH13 and CXCL-1,-12 and within the downregulated genes were IL-6, IL6R and TFPI. 

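ATF3 (A_23_P34915) was at -1.47 ± 1.00 (SD, n = 4) in untreated SCC13-pUNO cells and -0.41 ± 0.61 (SD, n = 3) in untreated SCC13-TLR4 cells, on the log2 scale relative to the 75th percentile. The log2 fold change was 1.06 (SE 0.48), higher in 9 of 12 pairs of arrays (exact permutation test, p = 0.229). Without the array labelled untreated SCC13-pUNO replicate 2 it was 1.56 (SE 0.35), in 9 of 9 pairs (exact permutation test, p = 0.1, the smallest that 3 arrays against 3 allow). With LPS, ATF3 was at -1.81 ± 0.47 (SD, n = 4) and -0.50 ± 0.49 (SD, n = 4), a log2 fold change of 1.30 (SE 0.44), in 16 of 16 pairs (exact permutation test, p = 0.0286). Of the 2 other ATF3 probes tested, 2 went the same way in untreated cells and 1 with LPS. The 1 that did not (A_33_P3214096), which has the same accession, was at a log2 fold change of -0.08 with LPS (SE 0.25, exact permutation test, p = 0.8). In untreated cells this probe was at 0.76 (SE 0.27, 12 of 12 pairs, exact permutation test, p = 0.0286). The remaining probe (A_33_P3214105), of another accession, gave 0.36 in untreated cells (exact permutation test, p = 0.371) and 0.32 with LPS (exact permutation test, p = 0.257). Within slide 1 and slide 2, the ATF3 difference was 0.16 and 2.04 in untreated cells and 0.78 and 1.82 with LPS. For untreated cells, each within-slide difference here and below rests on 1 SCC13-TLR4 array on slide 1 and 1 SCC13-pUNO array on slide 2. That SCC13-TLR4 array is replicate 1, the array with the dark blocks. The slide 1 value also includes the array labelled untreated SCC13-pUNO replicate 2, where ATF3 was at 0.0128. The other SCC13-pUNO arrays of slide 1 were at -1.97 and -1.83, and the SCC13-TLR4 array at -1.11.
CDH13 (A_21_P0000176) was at -3.54 ± 0.30 (SD, n = 4) and -3.30 ± 0.27 (SD, n = 2) in untreated SCC13-pUNO and SCC13-TLR4 cells, with 1 outlier-marked spot of SCC13-TLR4 replicate 3 left out. The log2 fold change was 0.24 (SE 0.21, exact permutation test, p = 0.333). With that spot kept, which lay at 3.79 where the highest other array was at -2.81, it was 2.61 (SE 1.23, exact permutation test, p = 0.0571). With LPS, CDH13 rose from -3.58 ± 0.24 (SD, n = 4) in SCC13-pUNO to -3.05 ± 0.19 (SD, n = 4) in SCC13-TLR4 cells (log2 fold change 0.53, SE 0.17, exact permutation test, p = 0.0286), where the probe was well above background on 2 of the 4 SCC13-pUNO arrays. With normexp background correction the value was 0.04 with LPS and 0.07 in untreated cells. The other CDH13 probe tested (A_32_P85999), of another accession and well above background on all 15 arrays, gave 0.35 in untreated cells (SE 0.18, 9 of 12 pairs, exact permutation test, p = 0.257) and 0.46 with LPS (SE 0.17, 16 of 16 pairs, exact permutation test, p = 0.0286). Within the slides, the CDH13 difference was 0.57 and -0.35 in untreated cells and 0.79 and 0.26 with LPS.
CXCL1 (A_23_P7144) was higher in SCC13-TLR4 cells by a log2 fold change of 0.66 in untreated cells (SE 0.26, 11 of 12 pairs, exact permutation test, p = 0.114) and of 1.06 with LPS (SE 0.24, 16 of 16 pairs, exact permutation test, p = 0.0286). The difference was positive on both slides in both conditions, between 0.35 and 1.47. The other CXCL1 probe tested went the same way, by 0.60 and 0.85. With slide as a factor and the array labelled untreated SCC13-pUNO replicate 2 left out, chosen after the data had been seen, CXCL1 passed with LPS (SE 0.15, limma adjusted p = 0.0246). CXCL12 (A_33_P3712341) spread over several log2 units within groups, with SDs of 0.77 to 2.60. Its log2 fold change was 0.55 in untreated cells (SE 1.22, exact permutation test, p = 0.743) and -0.24 with LPS (SE 1.13, exact permutation test, p = 0.914). The other CXCL12 probe tested (A_33_P3372840), of the same accession, gave 0.40 in untreated cells (SE 0.65). There it was well above background on 1 of 3 SCC13-TLR4 and 0 of 4 SCC13-pUNO arrays. With LPS this probe went the other way, by 1.36 (SE 0.60, 14 of 16 pairs, exact permutation test, p = 0.114). It was then well above background on 4 of 4 SCC13-TLR4 and 1 of 4 SCC13-pUNO arrays. The sign of CXCL12 in untreated cells turned to -0.36 with slide as a factor, and to -0.06 without the array labelled untreated SCC13-pUNO replicate 2.
The probes of TFPI were well above background on at most 2 of 15 arrays, so no fold change is given. TFPI2 (A_23_P393620), the gene of the table in Fig. 10A, was lower in SCC13-TLR4 cells, by a log2 fold change of -0.80 in untreated cells (SE 0.33, exact permutation test, p = 0.114) and of -1.2 with LPS (SE 0.31, exact permutation test, p = 0.0286). Without the array labelled untreated SCC13-pUNO replicate 2 the value in untreated cells was -1.12. TFPI2 was lower on both slides in both conditions, by -0.42 to -1.33.
With all 15 arrays and no slide factor, these genes were not past an adjusted p of 0.05 over all probes (limma). Over a list of 22 genes, 17 of them tested, which holds those the paper names for the arrays, markers of proliferation and of keratinocyte layers and genes of TLR4 signalling, the last of which the paper does not all name, 1 gene passed in untreated cells (TLR4) and 6 with LPS (TLR4, ATF3, CDH13, CXCL1, TFPI2 and KRT14) when adjusted over the list alone (limma), against 0 and 0 over all probes. The paper picked some of these genes on the same arrays, so the first counts are not independent evidence. In its discussion the paper reasons that the dependence of these genes on TLR4 expression bears on a role of TLR4 in tumor growth, since each has been described in cancer models and tissue.

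**Figure D3:**
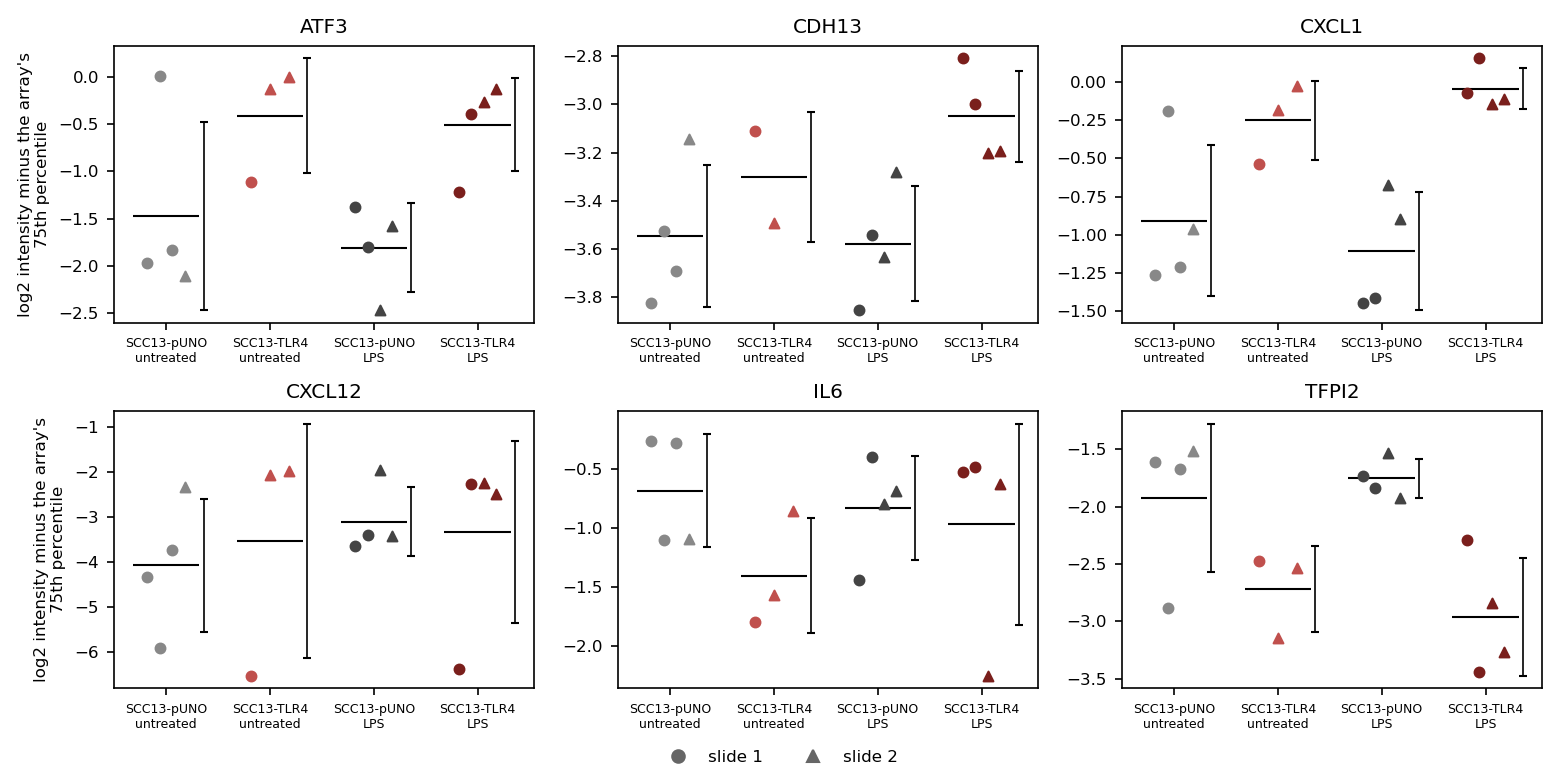
Log2 intensity relative to the 75th percentile of each array for ATF3, CDH13, CXCL1, CXCL12, IL6 and TFPI2 in the 4 groups. Circles are arrays of slide 1 and triangles arrays of slide 2, lines are group means and bars SDs, and the outlier-marked CDH13 spot of untreated SCC13-TLR4 replicate 3 is left out. With LPS, every SCC13-TLR4 array lies above every SCC13-pUNO array for ATF3, CDH13 and CXCL1, and below for TFPI2.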

ATF3 upregulation in unstimulated SCC cells was confirmed on a protein level and its expression showed positive correlation to the TLR4 expression in patient SCC samples (Figs 9A and 10 and S7 Fig). 

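On the arrays, the IL6 probe (A_23_P71037) was at -0.68 ± 0.48 (SD, n = 4) in untreated SCC13-pUNO cells and -1.40 ± 0.49 (SD, n = 3) in untreated SCC13-TLR4 cells. The log2 fold change was -0.72 (SE 0.42), lower in all but 2 of 12 pairs of arrays (exact permutation test, p = 0.171), and the difference was -1.25 on slide 1 and -0.12 on slide 2. With LPS, IL6 was at -0.83 ± 0.44 (SD, n = 4) in SCC13-pUNO cells and -0.97 ± 0.86 (SD, n = 4) in SCC13-TLR4 cells, a log2 fold change of -0.14 (SE 0.39, exact permutation test, p = 0.857). The slides differed in sign with LPS, with an IL6 difference of 0.42 on slide 1 and -0.69 on slide 2. The sign with LPS turned to 0.29 without LPS-treated SCC13-TLR4 replicate 3. The 2 probes of IL6R were well above background on 0 of 15 arrays, so its level was below what these arrays measure in every group and no fold change is given.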

The downregulation of IL-6R correlated with the downregulation of the secreted IL6 in LPS free conditions as revealed by ELISA (Fig 9B).

**Fig 10:**
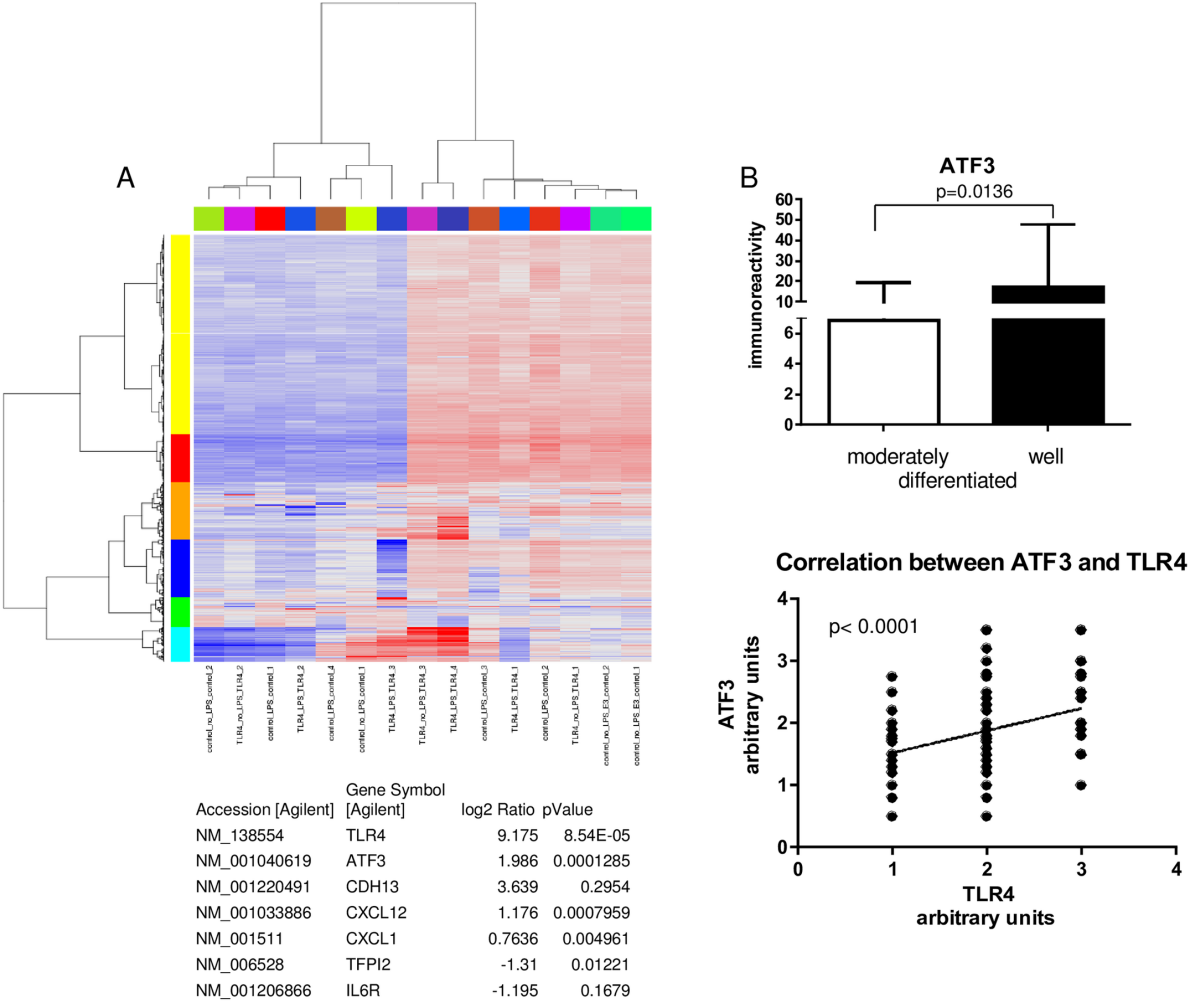
Altered gene expression in SCC13-TLR4 versus SCC13-pUNO control cells revealed by microarray analysis. Gene expression array: SCC13-TLR4 and control SCC13-pUNO- cells were seeded in tetraplicates (n = 4) and induced by LPS for 24 hours. The SurePrint G3 Human Gene Expression 8x60K (Agilent) with 50599 biological features was used to analyze the samples. Differentially expressed genes were selected as significant if the absolute log-fold change was more than 2 and FDR adjusted p-value was less than 0.05. (A) Clustering of significant probes and GO Analysis. Red GO categories are overrepresented among the significantly upregulated genes. Blue GO categories are overrepresented among the significantly downregulated genes. Black GO categories are overrepresented among all signifcantly regulated genes. The genes of interest with validated expression are presented in the table. (B) Positive correlation between TLR4 and ATF3 expression in moderately versus well differentiated SCC epidermis. The intensity of staining was analyzed by arbitrary evaluation and presented as arbitrary units respectively as weak, middle and strong staining. The expression level (intensity) of TLR4, ATF3, and the ATF3/TLR4 correlation were evaluated using t-test and Anova. P-values below 0.0001 and 0.05 (p<0.05; p<0.0001) were considered as significant.

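Between LPS-treated and untreated SCC13-TLR4 cells (4 arrays against 3), 0 of 22685 probes passed an adjusted p of 0.05 (limma) and 301 had an unadjusted p under 0.05. In SCC13-pUNO cells (4 arrays against 4) 0 probes passed and 562 had an unadjusted p under 0.05. For the difference between the cell lines in their response to LPS, 0 probes passed and 299 had an unadjusted p under 0.05. The model had no term for slide, so these counts do not show that LPS changed nothing. Leaving out 1 array changed the count in SCC13-TLR4 cells to 2 (without untreated replicate 1), 5 (without untreated replicate 3) and 1 (without LPS-treated replicate 4). The log2 fold change with LPS in SCC13-TLR4 cells was -0.07 for TLR4 (SE 1.59, exact permutation test, p = 0.514), -0.10 for ATF3 (SE 0.48, exact permutation test, p = 0.714) and 0.44 for IL6 (SE 0.42, exact permutation test, p = 0.486). Of the 17 tested genes on the list, 0 passed when adjusted over the list alone (limma), and the smallest adjusted p was 0.987.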

The gene expression profile of LPS treated SCC13-TLR4 cells did not reveal significant alterations in comparison to the LPS untreated cells.

## Discussion

In this study we investigate the role of TLR4 as a regulator of keratinocyte proliferation. We first analyzed the total expression of TLR4 in normal and SCC skin in TMA sections, where we detected immunoreactivity for TLR4 for all samples (Fig 1). The results shown in Fig 1E confirmed that TLR4 is expressed in both moderately and well differentiated SCC.

Interestingly, we observed a positive correlation between the expression of TLR4 and IRF6 in moderately versus well differentiated SCC keratinocytes (Fig 1F). This suggests that TLR4 expression increases with the differentiation of normal and SCC epidermis, as IRF6 is a transcription factor involved in epithelial differentiation [9, 26].

Such a correlation between the level of TLR4 and keratinocyte differentiation was also observed in an in vitro study, where the differentiation of normal and SCC keratinocytes was driven by known differentiation agents, such as Ca2+ (Fig 2B). A relation between passage growth and TLR4 expression has been previously observed, however in HaCaT cell line [27].

Other publications used other antibodies which we did not compare side to side in our experiments. We do show, however, as other authors found for several skin disease conditions that in our tumors TLR4 immunoreactivity increases towards the lumen, i.e. upper parts of the epidermis [28]. Our samples of normal epidermis stained are from sun-damaged areas of the skin, thus not easily comparable to the ones used by other authors, but apt in our study of human SCC where we want to capture the difference between benign, sun-damaged skin and malignant skin cancer, SCC.

A direct functional relation between TLR4 and keratinocyte proliferation and differentiation has not been investigated by now. The basis of our study is the direct relationship between TLR4 expression and keratinocyte growth in the absence of external stimuli and dependent on the TLR4 levels and intracellular mechanisms controlling the keratinocyte lifespan only. In relation to that we present that knockdown of TLR4 induces proliferation of keratinocytes in vitro and in vivo (Figs 3 and 4). Hyperproliferation of keratinocytes is observed mostly in inflammatory skin diseases as psoriasis [29]; [30]. TLR4 is expressed in psoriatic skin [31]; [14], however, a direct regulation of proliferation by TLR4 in the keratinocytes has not been discussed. Studies in TLR4 deficient mice and in vitro studies revealed involvement of TLR4 in skin wound healing [17]; [32]. In contrast to our results the authors describe activation of TLR4 signaling upon immune stimuli, which induces keratinocyte proliferation. A direct involvement, however, of TLR4 expressed on keratinocytes as a negative regulator of keratinocyte proliferation is not discussed.

Our study suggests that TLR4 is also a regulator of migration, proliferation and growth of SCC tumors. We show that TLR4 overexpression reduces proliferation and induces migration of SCC13 cells in vitro and delays growth of SCC13 tumors in vivo (Figs 5 and 6). In addition to that, our results revealed that the tumor delay of TLR4 overexpressing tumors correlated with the lower expression of ki67 proliferation marker (Fig 7). Different phenotypes of cancer cells either accentuating migration or proliferation have been described previously [33]. We believe that our manipulation of TLR4 in SCC13 had a greater effect on migration than proliferation. However, the effect on proliferation and migration cannot be compared directly as for the migration assay the cells were maintained under starving conditions and proliferation was blocked additionally by mitomycin C.

SCC13 cells are a suitable model for investigation of TLR4 dependent proliferation, however, differentiation of SCC13 cells based on TLR4 expression proved difficult to ascertain due to an insufficient Notch signaling pathway in these cells [34]; [35].

Generally, SCC13 are known also for their high metastatic potential [36]; [37]. We, however, did not detect any tumor cells in lymph nodes or other organs of the treated animals (Fig 8B), possibly due to early termination of the experiments based on ulceration of the primary tumor, demanding animals to be sacrificed. The nude mice used in this study are suitable model for the investigation of skin tumor development. However, these mice are largely immunodeficient as they lack functional T and B cells. Therefore, additional investigations concerning immune response against the tumor, for example, were not feasible. Our findings focused on keratinocyte behavior in relation to TLR4, not an immunological interplay with the microenvironment.

Human patient material and in vivo models in rodents have been studied for the involvement of TLR4 in tumor progression, although the focus of these projects was mainly on the involvement of the innate immune system [38]; [19]; [21]; [39, 40]; [16]. Studies in TLR4-deficient mice revealed that TLR4 has a supportive role in the development of chemically induced skin cancer through immune response [21]; [19]. While these mice are globally deficient for TLR4 with a big impact on innate immunity to be expected, tumor cell cultures originating directly from the DMBA-induced skin tumors in TLR4-deficient mice, however, show an increased proliferative capacity in comparison to tumors of control mice in the absence of immune cells. This supports our data concerning TLR4 expression and keratinocytes proliferation and tumor growth.

We observed specific phosphorylation changes of pERK and pJNK dependent on the TLR4 levels in tumor keratinocytes (Fig 9A).

The phosphorylation pattern of ERK and JNK after LPS stimulation in TLR4 overexpressing cells confirms the functionality of TLR4 in our model. Based on our results we suggest a relationship of ERK and JNK pathways and TLR4 overexpression, possibly contributing to the balance of proliferation and differentiation. This balance might be additionally maintained by the expression of IL6. Interestingly, SCC13-TLR4 cells showed lower IL6 expression than control cells, but still inducible by LPS (Fig 9B). These results point to both TLR4–related IL6 expression and confirmation of TLR4 functionality in our model. IL6 is known to be involved in the metastatic and invasion properties of melanoma, SCC of the skin and Head and Neck SCC [41]; [42].

Furthermore, using gene expression analysis in SCC13-TLR4 cells we identified and validated genes reported to be involved in proliferation and migration of malignant cells (Fig 10A). Interestingly, among the upregulated genes was ATF3, which expression correlated with the TLR4 expression in SCC13 TLR4 cells (Fig 9A) and in the SCC TMA (Fig 10B). ATF3 is reported as transcription factor involved in the pathogenesis of epithelial cancer and psoriasis [36]; [23]; [24, 43]. In relation to that, ATF3 is known to be a negative regulator of IL6 [44] [45]; [46]. This correlates with our results showing that TLR4 overexpressing cells have increased ATF3 expression and decreased IL-6 secretion. Based on that we suggest that ATF3 together with TLR4 and IL6 might be involved as a negative regulator of keratinocyte proliferation. In contrast to our results, some reports show a protective role of ATF3 in SCC, however in their relation to immunosuppressive agents [23]; [24]

Another upregulated gene was CDH13 (Cadherin H), known to participate as a modulator of proliferation and migration in melanoma, SCC and BCC [47]; [48, 49] as well as CXCL proteins, involved in the control of epithelial-mesenchymal interaction in normal or malignant epithelial cells [50]. Together with IL-6, among the downregulated genes was TFPI. TFPI is known to be involved in the formation of matrix-rich vascular-like networks in melanoma [51, 52]; [53] and is used as a diagnostic marker for SCC [54].

Since these individual genes have all been described in cancer models and tissue, we reason their dependence on TLR4 expression as shown in our study supportive for the suggested role of TLR4 in tumor growth.

Altogether we assume that TLR4 impacts keratinocyte biology as a regulator of proliferation in normal and tumor keratinocytes and also in the migration of tumor cells. Thus TLR4 as negative regulator of keratinocyte proliferation may associate with the progression of SCC of the skin. A better understanding of the regulatory role for TLR4 will be the basis for a later use in a therapeutic setting to impair keratinocyte proliferation such as in squamous cell carcinoma of the skin and to induce keratinocyte proliferation such as in wound healing.

## Supporting information

S1 Fig Quantitative estimation of the expression of TLR4, Involucrin and filaggrin in normal primary keratinocytes. The quantitative estimation was based on calculating the spot density of the bands for TLR4, involucrin and filaggrin and compared to the spot intensity of the actin bands. This was performed by LI-COR ODYSSEY^®^ Fc Dual-Mode Imaging System and Image Studio Lite Program. All quantitative estimations represent the spot density on the entire western blot, which is representative for two independent experiments with reproducible result. (A) Quantitative estimation of the TLR4, involucrin and filaggrin expression in growing versus confluent primary normal keratinocytes (PK). The expression of TLR4, involucrin and filaggrin is presented as a ratio between the spot density (arbitrary units) of the bands for these proteins and the spot density of the corresponding actin bands. The differential expression of those proteins in confluent keratinocytes was compared to their expression level in growing cells and presented as “% of control” (“control” = growing cells). (B) Quantitative estimation of TLR4 and involucrin expression in primary normal keratinocytes (PK) before and after treatment with Ca^2+^. TLR4 expression was analyzed in low Ca conditions (0h and 96h) and at 24h, 48h and 96 hours after Ca^2+^ treatment (1.5mM CaCl_2_). The quantified expression of TLR4 and involucrin is presented as a ratio between the spot density (arbitrary units) of the TLR4 and involucrin bands and the spot density of the corresponding actin bands. The differential expression of TLR4 for every time point is compared to its expression level in untreated cells and presented as “% of control”.
(TIFF) Click here for additional data file.

S2 Fig Quantitative estimation of TLR4 and involucrin expression in primary SCC keratinocytes before and after treatment with Ca^2+^. TLR4 expression was analyzed in low Ca conditions (0h and 96h) and at 24h, 48h and 96 hours after Ca^2+^ treatment (1.5mM CaCl_2_). The quantified expression of TLR4 and involucrin is presented as a ratio between the spot density (arbitrary units) of the TLR4 and involucrin bands and the spot density of the corresponding actin bands. The differential expression of TLR4 for every time point is compared to its expression level in untreated cells and presented as “% of control”.
(TIFF) Click here for additional data file.

S3 Fig Densitometrical quantification of TLR4 level in shTLR4 and control protein samples. The quantitative estimation of the differential expression was based on calculating the spot density of the bands corresponding to sh control and shTLR4 bands. This was performed by *Image J* software programm.
(TIFF) Click here for additional data file.

S4 Fig SCC13 cells express TLR4-GFP. SCC13 stably transfected with TLR4-GFP show different populations of cells according to their GFP signal. SCC13 with high TLR4-GFP signal were separated from the negative TLR4-GFP population by FACS sorting, using FACSAria III. The FACS diagrams show the cellular distribution according to the GFP signal before and after sorting. The sorted cells contained three populations of cells according to their GFP signal and were distributed into three fractions. The third fraction (green peak) with highest GFP signal was used further in the study.
(TIFF) Click here for additional data file.

S5 Fig Delayed growth of SCC13-TLR4 overexpressing tumors in comparison to control tumors during the time course. SCC13 TLR4 overexpressing and control cells were injected subcutaneously in nude mice (4x10^6^ cells/mouse). Tumor volume was measured preliminary at 1 week, 10 days and 15 days after injection. The graph represents preliminary tumor growth in sample groups 1^st^ and 2^nd^ pooled together, n-13).
(TIFF) Click here for additional data file.

S6 Fig Quantitative estimation of of pERK and pJNK before and after LPS treatment. SCC13 TLR4 overexpressing and SCC13pUNO control cells were treated with 10μg/ml ultrapure LPS in a time course of 15min, 35min, 45 min and 60 min. The expression of pERK /ERK and pJNK/JNK was analyzed by western blotting. All quantitative estimations represent the spot density on the entire western blot, which is representative for two independent experiments with reproducible result. (A) Quantitative estimation of pERK before and after LPS treatment. The quantified expression of pERK and ERK is presented as a ratio between the spot density (arbitrary units) of pERK bands and the spot density of the corresponding ERK bands. The differential expression of pERK for every time point is compared to its expression level in untreated cells and presented as “% of control”. (B) Quantitative estimation of pJNK before and after LPS treatment. The quantified expression of pJNK and JNK is presented as a ratio between the spot density (arbitrary units) of pJNK bands and the spot density of the corresponding JNK bands. The differential expression of pJNK for every time point is compared to its expression level in untreated cells and presented as “% of control”.
(TIFF) Click here for additional data file.

S7 Fig Quantitative estimation of ATF3 before and after LPS treatment. The quantified expression of ATF3 is presented as a ratio between the spot density (arbitrary units) of the ATF3 bands and the spot density of the corresponding actin bands. The differential expression of ATF3 for every time point is compared to its expression level in untreated cells and presented as “% of control”.
(TIFF) Click here for additional data file.

S8 Fig Control immunochistochemical staining. (A) Positive control staining for TLR4 expression in human placenta. The TLR4 detection antibody (HTA 125) was used in a dilution 1:100. The images are presented at magnifications 5X and 20X. The positive red staining represents the TLR4 expression. (B) Negative control staining. The negative control staining was performed on human placenta and in the absence of the TLR4 antibody. (C) Differential TLR4 expression in normal epidermis. The basal keratinocyte layer is characterized by weak red intensity staining for TLR4 (red arrows). Upper and high-differentiated layers show stronger red intensity staining for TLR4 (black arrows).
(TIFF) Click here for additional data file.

## Abbreviations

ATF3: Cyclin-AMP-dependent transcription factor 3
CDH13: H cadherin 13
CXCL-1: Chemokine (C-X-C motif) ligand 1
ERK: Extracellular-signal Regulated Kinases
JNK: cJUN-N-terminal kinase
MyD88: Myeloid differentiation primary response 88
SCC: Squamous Cell Carcinoma
TFPI: Tissue factor pathway inhibitor
TLR4: Toll-like receptor 4

How the deposited data were processed for this re-analysis (not part of the article)

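Gene expression was measured on 15 Agilent SurePrint G3 Human 8x60K arrays of SCC13 cells stably transfected with TLR4 (SCC13-TLR4) or with the control plasmid (SCC13-pUNO): 4 arrays of untreated SCC13-pUNO cells, 3 of untreated SCC13-TLR4 cells, 4 of SCC13-pUNO cells and 4 of SCC13-TLR4 cells after 24 h with 10 μg/ml LPS. Groups and replicate numbers were taken from the deposited sample labels. The paper states tetraplicates. The Western blots, ELISA, tissue arrays, mice and PCR of the paper were not analysed here either.

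The values are spot intensities on a linear scale. According to the file headers, the authors made each intensity with Agilent's Feature Extraction software, which subtracted the background and corrected the trend across the array, and deposited it without normalization between arrays. The deposited matrix of the series held the same intensity at all 62976 spots of every array. Of these spots, 58717 were not control spots, and they carried 50599 probes.

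The log2 intensity was taken relative to the 75th percentile of the spots of its array, control spots aside. Spots marked as outliers by the software, for a non-uniform spot or as a population outlier, were left out on their array, and the spots of a probe were averaged on the log2 scale. A probe was tested when it was well above background, as the software marks it, on every array of at least 1 of the 4 groups. This kept 22685 probes, of which 22380 had a value on every array and 19477 were well above background on all 15 arrays. Within groups, the arrays correlated across probes with Pearson's r between 0.936 and 0.994. The number of arrays limits the precision, and intensities near the background limit what can be said of faint genes.

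Probes were given gene symbols through their accessions with a RefSeq table of a newer assembly than the design of the array, so a probe is named by the gene its accession has now. Of 50599 probes, 28174 had a symbol, among them 24546 of the 25219 probes with an NM accession, for 20503 genes. For a gene with several probes, the brightest probe with the accession printed in Fig. 10A was used, or the brightest probe of the gene where the figure prints none.

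All 15 arrays were fitted with limma 3.58.1 in R 4.3.3, with 1 mean per group, empirical Bayes moderation and Benjamini-Hochberg adjustment over the probes tested. SCC13-TLR4 cells were compared with SCC13-pUNO cells without and with LPS, LPS-treated cells with untreated cells of the same line, and the responses of the lines to LPS with each other. The threshold was an adjusted p of 0.05, and probes with an absolute log2 fold change over 2 were counted as well. The paper's text gives these thresholds and does not name the normalization or the test of the arrays. Named genes were those the paper names for the arrays, markers of proliferation and of keratinocyte layers with genes of TLR4 signalling (of which the paper does not name LY96 and CD14), and up to 10 probes per comparison with the largest fold change among those past the threshold whose groups do not overlap. The first 2 kinds made 22 genes, and the third kind was empty. Their group means were compared with two-sided exact permutation tests over 35 splits, or 15 for CDH13 where an outlier-marked spot was left out.

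The gene lists were proliferation, keratinocyte differentiation, basal keratinocyte, migration and mesenchymal, NF-kB and LPS response, type I interferon response, ERK and JNK early response, integrated stress response, hypoxia and cholesterol synthesis. They were tested in the 4 comparisons of groups with cameraPR of limma, with an inter-gene correlation of 0.01 and adjustment over the 40 tests, and checked with fry. Principal components were computed from the probes with a value on every array. Tables were read with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

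The alternatives were normexp background correction with an offset of 50 on the median intensities of spot and background, quantile normalization, no filter, a filter on all 15 arrays, outlier-marked spots kept, a block for the replicate number, slide as a factor, a weight for each array, a first residual component as a covariate, a trend and robust moderation, a mean over all probes of a gene, a log2 threshold of 1, fry, only the 2 groups compared, and each array left out in turn. Slide as a factor with the array labelled untreated SCC13-pUNO replicate 2 left out, that array left out in comparisons it is not part of, and the spots of a dark streak left out were added after the data had been seen.

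The test was tried on simulated data, in which 200 of 22685 probes were changed by a log2 value of 2. It recovered 86% of them in untreated cells with 13 false calls, and 90.5% with LPS with 15 false calls. Without the array labelled untreated SCC13-pUNO replicate 2 it recovered 84.5% and 91.5%, with 5 false calls in each. The simulated noise was independent between probes and between arrays. It held no slide difference and no array at odds with its label, both of which the real arrays have. These shares therefore check that the test runs and do not give its power on the real arrays.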

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

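The tests on the array labelled untreated SCC13-pUNO replicate 2 and on HBB and RANBP17 were chosen only after their values had been seen. In a group of 4 arrays, an array was marked when its gap to the nearest other array was a larger share of the whole range than Dixon's critical value. Chance alone marks about 1 in 20 groups: of 51 groups of named genes, 6 were marked, where 2.55 are expected, and 2 of the 6 lay on the array labelled untreated SCC13-pUNO replicate 2.

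ATF3 was at 0.0128 on the array labelled untreated SCC13-pUNO replicate 2, where the other arrays of the group lay between -2.10 and -1.83. TFPI2 was at -2.89 on the same array, with the others between -1.67 and -1.52. TLR4 on this array was at 3.04. Its group gave no mark for TLR4, since the other arrays spread widely. A swap of labels with another of the 15 arrays is excluded, since every array labelled SCC13-TLR4 had TLR4 at 2.84 or above. The slide is excluded, since TLR4 was at most -3.80 on the other SCC13-pUNO arrays of the same slide. A mixture with an equal share of SCC13-pUNO RNA is excluded: over 4 probes that are lower in SCC13-TLR4 cells and well above background on this array, the share that their intensities imply was at most 0.154. A small share stays open, since the median of 0.0673 lies slightly above those of the arrays labelled SCC13-TLR4 (-0.0564 to 0.0561), while the 4 probes go both ways. A single wrong label, or an exchange with a sample that is not among the 15, stays open and has the values it needs. Over the 50 probes that best separate the LPS-treated groups, TLR4 left out, the median position was 0.831 on a scale from 0 (SCC13-pUNO) to 1 (SCC13-TLR4). The other untreated SCC13-pUNO arrays were at 0.10 to 0.26 and the untreated SCC13-TLR4 arrays at 0.81 to 0.91. A candidate explanation is therefore that the array holds RNA of SCC13-TLR4 cells. Each group filled 1 column of the slides, column 3 for untreated SCC13-pUNO and column 1 for untreated SCC13-TLR4 cells, and this array was the exception, in column 1. The label was not changed, and no array was moved to another group. No biological explanation was tested.

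TLR4 was at -4.74 on LPS-treated SCC13-pUNO replicate 4, with the other arrays of the group between -6.26 and -6.09. The probe was well above background on 0 of these 4 arrays, so this is a spread of intensities near background. CXCL12 was at -1.96 on LPS-treated SCC13-pUNO replicate 3 (others -3.65 to -3.38) and at -6.36 on LPS-treated SCC13-TLR4 replicate 1 (others -2.48 to -2.24). IL6 was at -2.25 on LPS-treated SCC13-TLR4 replicate 3, with the others between -0.62 and -0.48. No technical or biological explanation of the CXCL12 and IL6 values was tested, and 4 marks beside those on the array labelled untreated SCC13-pUNO replicate 2 are near the number that chance gives.

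HBB and RANBP17, which the paper does not discuss, differed between the cell lines. Without the array labelled untreated SCC13-pUNO replicate 2, the fitted log2 fold change with LPS was 9.99 for HBB and -4.52 for RANBP17. With the faintest intensity well above background as the floor, HBB was at least 419-fold higher and RANBP17 at least 6-fold lower in SCC13-TLR4 cells. Against the brightest probe not well above background, these were 255-fold and 4-fold. The adjusted p (limma) was 4.10e-08 and 2.17e-07, in 16 of 16 pairs of arrays each. A response to added LPS is excluded: over the 9 probes other than TLR4 called with LPS without that array, the difference in untreated cells was a median of 1.03 times that with LPS (0.79 to 1.22), and the log2 fold change with LPS in SCC13-TLR4 cells was between -0.0173 and 0.25. Whether the HBB probe reads RNA of the plasmid was not tested, as its sequence was not used here. Each line is 1 stable transfection, so a difference that TLR4 brings and one that arose in the line by itself were not separated by these arrays.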

How the results depend on the processing

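Of the alternatives, 14 settings and the 15 single arrays left out in turn were chosen before the data were examined. Added after seeing the data were slide as a factor together with the array labelled untreated SCC13-pUNO replicate 2 left out, that array left out of comparisons it is not part of, and the spots of the dark streak left out. The deposited series matrix equals the intensities used at every spot, and the scan days were 1 for all arrays, so neither was run as an alternative. Normexp used median intensities, since mean intensities were not used here.

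The count of 0 probes (limma) in untreated cells was left by 10 of the 11 settings chosen before, with 363 to 2449 probes at an unadjusted p under 0.05. It became 12 with array weights (2 with an absolute log2 fold change over 2, and 7939 at an unadjusted p under 0.05). It became 11 (4 over 2) with slide as a factor and the array labelled untreated SCC13-pUNO replicate 2 left out, chosen after seeing the data. Leaving out 1 array gave 0 to 7 probes, and 0 to 5 over 2: 7 (4 over 2) without the array labelled untreated SCC13-pUNO replicate 2, 5 without untreated SCC13-TLR4 replicate 3 and 2 without untreated SCC13-TLR4 replicate 1. Of these 5 and 2 probes, 2 and 2 are not kept by the filter with all arrays. With LPS, the count of 0 was left by 10 of 11 settings, with 409 to 1898 probes at an unadjusted p under 0.05, and became 5 (4 over 2) with only the 2 groups compared. With the choices made after seeing the data it became 22 (6 over 2) with the slide factor and that array left out, and 10 (6 over 2) with that array left out alone. Otherwise, leaving out 1 array gave 0. With the slide factor, the 7 and 10 probes called without that array were among the 11 and 22.

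For LPS against untreated cells the counts were 0 in all 11 settings chosen before (limma), with 430 to 1438 probes at an unadjusted p under 0.05 in SCC13-pUNO cells and 143 to 1712 in SCC13-TLR4 cells. Leaving out 1 array gave 0 to 1 in SCC13-pUNO cells (1 without LPS-treated replicate 2), 0 over a log2 fold change of 2, and 0 to 5 in SCC13-TLR4 cells (5 without untreated replicate 3, 2 without untreated replicate 1, 1 without LPS-treated replicate 4, all over 2). The interaction gave 0 in 10 settings (168 to 1172 at an unadjusted p under 0.05) and 0 to 3 with 1 array left out (3 and 2 without the same untreated SCC13-TLR4 arrays). The cause of these changes was not tested, beyond the smaller groups and the filter.

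The log2 fold change of TLR4 stayed positive. In untreated cells it became significant with 8.40 (slide factor and that array left out, chosen after) and ranged from 5.27 to 8.41 with 1 array left out, past the threshold only at 8.41, without the array labelled untreated SCC13-pUNO replicate 2. With LPS it was 8.86 and significant in the 3 settings where that array does not enter the spread: only the 2 groups compared, that array left out, and the slide factor with it left out. Normexp, with its offset of 50, gave the lowest values, 4.03 in untreated cells and 5.10 with LPS, so the bound of 174-fold holds for the background-subtracted intensities only. Single arrays left out gave 8.71 to 9.22. The SE with LPS fell from 1.47 to 0.47 without that array, whose own TLR4 lies far from the other arrays of its label.

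The counts of gene lists called by cameraPR moved as follows. In untreated cells 0 were called (3 at an unadjusted p under 0.05), but 1 with quantile normalization, 1 with the filter on all 15 arrays, 1 with the mean over probes, 2 with slide as a factor and 3 with the slide factor and no array labelled untreated SCC13-pUNO replicate 2, and 0 to 2 with 1 array left out. With LPS 2 were called, but 1 with normexp, 0 with no filter, 1 with the filter on all 15 arrays, 1 with outlier-marked spots kept, 0 with array weights, 1 with the residual component, 1 with the mean over probes, 0 with fry and 1 with only the 2 groups, and 0 to 2 with 1 array left out. For LPS in SCC13-pUNO cells 1 was called, but 0 with no filter and 0 with fry, and 0 to 2 with 1 array left out. With normexp the count stayed at 1 for another list: proliferation was called as lower (adjusted p = 0.0279) and cholesterol synthesis was not (adjusted p = 0.0879). For LPS in SCC13-TLR4 cells 1 was called, but 0 with quantile normalization, no filter, the replicate block, array weights and fry, and 0 to 2 with 1 array left out. The cause was not tested.

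Signs changed for genes near 0 or near background. MKI67 in untreated cells (-0.01) was 0.0242 with normexp, 0.0409 with quantile normalization, 0.17 with slide as a factor and 0.22 with the slide factor and that array left out, and -0.22 to 0.13 with 1 array left out. CXCL12 in untreated cells (0.55) was -0.36 with slide as a factor and -0.75 with the slide factor and that array left out, and -0.22 to 2.05 with 1 array left out. With LPS, CXCL12 (-0.24) was 0.56 with the mean over probes and -0.60 to 0.77 with 1 array left out, IL6 (-0.14) was -0.34 to 0.29, and MKI67 (0.09) was -0.0527 to 0.20. The cause was not tested. ATF3, CXCL1, KRT14, CDH13 and TFPI2 kept their sign in every setting in both comparisons, and IL6 in untreated cells too. Several settings could hardly change a sign. For ATF3 with LPS, the value stayed at 1.30 with no filter, the replicate block, the slide factor, the residual component and the trend and robust moderation. Over the settings, the values were 0.67 to 1.49 for ATF3 in untreated cells and 0.51 to 1.34 with LPS. With 1 array left out, ATF3 was 0.85 to 1.56 in untreated cells and 1.08 to 1.54 with LPS. CDH13 fell to 0.07 and 0.04 with normexp. CXCL1 with LPS (1.06) and KRT14 with LPS (1.68) and without (1.44) passed the threshold with the slide factor and that array left out, and in no other setting. Of 17 genes tested, 10 changed sign in some setting in untreated cells and 7 with LPS.

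The share of variance by slide (36.9%) moved to 21.3% with no filter, which adds probes near background, and was highest with the filter on all 15 arrays (52.9%). Replicate numbers do not pair the arrays: of 21 pairs with the same number, the 15 on 1 slide correlated and the 6 across slides did not (r -0.54 to -0.19), so the block was kept as an alternative only. It gave 0 probes past the threshold (limma) in every comparison, with 735 to 2449 at an unadjusted p under 0.05, and among the list counts changed only that for LPS in SCC13-TLR4 cells, to 0. Signal over background limits IL6R and TFPI, which were not measurable, and the size of every fold change against SCC13-pUNO arrays at background, such as TLR4 and HBB.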

Differences from the paper's values

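The comparison behind the values of the table in Fig. 10A is not stated in the legend, so each was set beside both comparisons of SCC13-TLR4 with SCC13-pUNO cells, as log2 ratios. The paper's values were read by eye. The error below is the larger SD of the 2 groups and not the error of a difference. For normexp it was the SD of the main setting. The paper's values come from the same experiment, so this SD gives a scale for the gaps and does not test them. In the paper, ATF3 was about 2.0 in Fig. 10A, and here it was 1.30 with LPS. In untreated cells it was 1.06, within the SD of 1.00 that the array labelled untreated SCC13-pUNO replicate 2 widens, and 1.56 without that array. Of the alternatives set before, normexp (0.67) and the mean over probes (0.73) lay outside the error in untreated cells. So did the values without untreated SCC13-pUNO replicate 1, 3 or 4 or untreated SCC13-TLR4 replicate 2 or 3 (0.85 to 0.95). With LPS, of the alternatives set before the data were examined, only leaving out LPS-treated SCC13-TLR4 replicate 1 (1.54) came within the error of the paper's value. CDH13 was about 3.6 in Fig. 10A, and here 0.24 in untreated cells and 0.53 with LPS. Of the alternatives set before, only keeping the outlier-marked spots came within the error in untreated cells (2.61), where the spot that raises the value also widens the SD (4.10), and none did with LPS. CXCL12 was about 1.2 in Fig. 10A, and here 0.55 in untreated cells and -0.24 with LPS. Arrays near background widen its SD (2.60 in untreated cells), and both gaps lie within the SD, so a factor of 1.5 between the values was counted as a difference. By this, in untreated cells the replicate block (0.81) and leaving out untreated SCC13-pUNO replicate 4 (1.14) came near the paper's value, the other alternatives set before did not, and none did with LPS. The other probe tested with the accession of the figure gave 0.40 and, with LPS, 1.36, which is within that factor. It was well above background on 0 of 4 untreated and 1 of 4 LPS-treated SCC13-pUNO arrays. The size of both values therefore rests on intensities near background and cannot decide whether they match the paper's. The values of this probe were compared with the paper's only after they had been seen.

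The paper states that the genes of Fig. 10A were significantly altered. Here 0 probes passed an adjusted p of 0.05 (limma) in either comparison, with 566 at an unadjusted p under 0.05 in untreated cells and 617 with LPS. The main model had no term for slide, so these counts do not show that the cell lines did not differ. Settings that call some of these genes are leaving out the array labelled untreated SCC13-pUNO replicate 2, set before the data were examined for untreated cells and chosen after seeing the values with LPS (TLR4, 8.41 and 8.86), only the 2 groups compared (TLR4 with LPS, 8.86), and the slide factor with that array left out, chosen after seeing the values (TLR4, and CXCL1 with LPS at 1.06). The paper reports IL6R and TFPI as lower in SCC13-TLR4 cells. Here both were below what the arrays measure, with probes well above background on at most 2 of 15 arrays, and the table of Fig. 10A lists TFPI2, which was lower here. The paper reports IL-6 as lower, and here the log2 fold change was -0.72 in untreated cells and -0.14 with LPS, with a limma adjusted p of at least 0.179 in every setting run in untreated cells and at least 0.966 with LPS. The paper reports CXCL12 as higher, and here its sign depended on the setting and on the probe. The paper states 4 cultures per group, and 3 arrays of untreated SCC13-TLR4 cells were analysed here.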

Other observations

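The tests on the streak, the slide, the CDH13 spot and the calls without the array labelled untreated SCC13-pUNO replicate 2 were chosen after their results had been seen, and so was the limit of 20% dark spots for a dark block, which was set after a higher limit had missed part of the streak. The counts of other splits for the 4 comparisons with all arrays, and the gene lists, were planned.

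Slide took 36.9% of the variance. With the dark streak left out it took 96.6% of the first component, in which every group has arrays on both sides, so a candidate explanation of the split of the arrays is slide. The cause within the slides (hybridization, washing or the RNA of each batch) was not tested, and no biological explanation was tested.

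Untreated SCC13-TLR4 replicate 1 lay apart from the other arrays of its slide, with an SD of 0.897 about their mean. Of 306 dark spots on it, 267 (87.3%) lay in 26 blocks between rows 265 and 288. Without these blocks the SD was 0.437, within the range of the other arrays (up to 0.455), so a dark streak may account for most of it. A wrong cell-line label is excluded, since the probes that separate the lines placed it at 0.806 on the scale from 0 (SCC13-pUNO) to 1 (SCC13-TLR4). These probes were chosen to separate the lines, so they do not test a wrong treatment label. No biological explanation was tested.

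The higher CDH13 value in untreated SCC13-TLR4 cells with outlier-marked spots kept (2.61) may come from a single spot, since without it the log2 fold change was 0.24.

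Other splits of the arrays were counted for each comparison, each split once. With all arrays, 35 of 35 splits gave as many probes past the threshold as the real one in all 4 comparisons, which a count of 0 fixes in advance. As many probes at an unadjusted p under 0.05 were given by 10 (untreated), 25 (LPS), 17 (LPS in SCC13-pUNO) and 27 (LPS in SCC13-TLR4) of 35 splits. The split that follows the slide gave 3999 probes past the threshold in the LPS-treated arrays. For the gene lists, 9 (LPS), 20 (LPS in SCC13-pUNO) and 18 (LPS in SCC13-TLR4) of 35 splits gave as many calls. Chance is therefore not excluded for the list calls of these comparisons. In untreated cells 35 of 35 splits did, which a count of 0 lists again fixes in advance. Without the array labelled untreated SCC13-pUNO replicate 2, 1 of 10 splits gave 7 probes in untreated cells, where 10 splits cannot exclude chance. For the 10 probes with LPS, 2 of 35 splits gave as many, the other being the split that follows the slide (3136 probes), so this count alone does not exclude chance. As many at an unadjusted p under 0.05 were given by 3 of 10 and 25 of 35 splits. With slide as a factor as well, 1 of 10 splits gave 11 probes in untreated cells, which again cannot exclude chance, and 1 of 35 splits gave 22 with LPS, the smallest share that 35 splits allow. Since this setting was chosen after the data had been seen, that share does not exclude chance for the count of 22 or for any probe. As many at an unadjusted p under 0.05 were given by 1 of 10 and 16 of 35 splits.

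KRT14 (A_21_P0011633) was higher in SCC13-TLR4 cells, by a log2 fold change of 0.88 in untreated cells (SE 0.38, exact permutation test, p = 0.143) and of 1.68 with LPS (SE 0.35, 16 of 16 pairs, exact permutation test, p = 0.0286), with both other probes tested going the same way. Within the slides, the difference was 0.98 and 1.46 in untreated cells and 1.54 and 1.82 with LPS. MKI67 differed by -0.01 and 0.09, MYD88 by 0.03 and 0.16, and IRAK1 by -0.16 and 0.15.

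Of the gene lists, basal keratinocyte (adjusted p = 0.0449, median log2 fold change 0.07) and ERK and JNK early response (adjusted p = 0.0405, median 0.15) were higher in SCC13-TLR4 cells with LPS. KRT14 is on the first list. Between LPS-treated and untreated cells of the same line, cholesterol synthesis was higher with LPS in SCC13-pUNO cells (adjusted p = 0.00976, median 0.12) and integrated stress response lower with LPS in SCC13-TLR4 cells (adjusted p = 0.0299, median -0.07). These are camera calls, and the call of cholesterol synthesis does not hold with normexp. Between the cell lines with LPS, normexp gave 1 call in place of 2. With no filter on the probes, no call holds. None holds under fry, where the smallest adjusted p was 0.995. Proliferation was lower in untreated SCC13-TLR4 cells without passing (adjusted p = 0.159, median -0.09). Keratinocyte differentiation, migration and mesenchymal, NF-kB and LPS response, type I interferon response and hypoxia had no call in any of the 4 comparisons. In untreated cells the test and the median differed in sign for NF-kB and LPS response (up, median -0.10), type I interferon response (up, -0.05) and integrated stress response (up, -0.01), and with LPS for migration and mesenchymal (up, -0.01), NF-kB and LPS response (up, -0.13), type I interferon response (up, -0.04) and hypoxia (up, -0.01). For LPS against untreated cells they differed for type I interferon response in SCC13-pUNO cells (up, -0.02), and in SCC13-TLR4 cells for NF-kB and LPS response (up, -0.02), ERK and JNK early response (down, 0.0062) and hypoxia (down, 0.0070).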
